# β-Catenin-NF-κB-CFTR interactions in cholangiocytes regulate inflammation and fibrosis during ductular reaction

**DOI:** 10.7554/eLife.71310

**Published:** 2021-10-05

**Authors:** Shikai Hu, Jacquelyn O Russell, Silvia Liu, Catherine Cao, Jackson McGaughey, Ravi Rai, Karis Kosar, Junyan Tao, Edward Hurley, Minakshi Poddar, Sucha Singh, Aaron Bell, Donghun Shin, Reben Raeman, Aatur D Singhi, Kari Nejak-Bowen, Sungjin Ko, Satdarshan P Monga

**Keywords:** ductular reaction, beta-catenin, NF-κB, cystic fibrosis, cholangiocytes, liver fibrosis, Human, Mouse

## Abstract

Expansion of biliary epithelial cells (BECs) during ductular reaction (DR) is observed in liver diseases including cystic fibrosis (CF), and associated with inflammation and fibrosis, *albeit* without complete understanding of underlying mechanism. Using two different genetic mouse knockouts of β-catenin, one with β-catenin loss is hepatocytes and BECs (KO1), and another with loss in only hepatocytes (KO2), we demonstrate disparate long-term repair after an initial injury by 2-week choline-deficient ethionine-supplemented diet. KO2 show gradual liver repopulation with BEC-derived β-catenin-positive hepatocytes and resolution of injury. KO1 showed persistent loss of β-catenin, NF-κB activation in BECs, progressive DR and fibrosis, reminiscent of CF histology. We identify interactions of β-catenin, NFκB, and CF transmembranous conductance regulator (CFTR) in BECs. Loss of CFTR or β-catenin led to NF-κB activation, DR, and inflammation. Thus, we report a novel β-catenin-NFκB-CFTR interactome in BECs, and its disruption may contribute to hepatic pathology of CF.

## eLife digest

The liver has an incredible capacity to repair itself or ‘regenerate’ – that is, it has the ability to replace damaged tissue with new tissue. In order to do this, the organ relies on hepatocytes (the cells that form the liver) and bile duct cells (the cells that form the biliary ducts) dividing and transforming into each other to repair and replace damaged tissue, in case the insult is dire.

During long-lasting or chronic liver injury, bile duct cells undergo a process called ‘ductular reaction’, which causes the cells to multiply and produce proteins that stimulate inflammation, and can lead to liver scarring (fibrosis). Ductular reaction is a hallmark of severe liver disease, and different diseases exhibit ductular reactions with distinct features. For example, in cystic fibrosis, a unique type of ductular reaction occurs at late stages, accompanied by both inflammation and fibrosis. Despite the role that ductular reaction plays in liver disease, it is not well understood how it works at the molecular level.

Hu et al. set out to investigate how a protein called β-catenin – which can cause many types of cells to proliferate – is involved in ductular reaction. They used three types of mice for their experiments: wild-type mice, which were not genetically modified; and two strains of genetically modified mice. One of these mutant mice did not produce β-catenin in biliary duct cells, while the other lacked β-catenin both in biliary duct cells and in hepatocytes.

After a short liver injury – which Hu et al. caused by feeding the mice a specific diet – the wild-type mice were able to regenerate and repair the liver without exhibiting any ductular reaction. The mutant mice that lacked β-catenin in hepatocytes showed a temporary ductular reaction, and ultimately repaired their livers by turning bile duct cells into hepatocytes. On the other hand, the mutant mice lacking β-catenin in both hepatocytes and bile duct cells displayed sustained ductular reactions, inflammation and fibrosis, which looked like that seen in patients with liver disease associated to cystic fibrosis. Further probing showed that β-catenin interacts with a protein called CTFR, which is involved in cystic fibrosis. When bile duct cells lack either of these proteins, another protein called NF-B gets activated, which causes the ductular reaction, leading to inflammation and fibrosis.

The findings of Hu et al. shed light on the role of β-catenin in ductular reaction. Further, the results show a previously unknown interaction between β-catenin, CTFR and NF-B, which could lead to better treatments for cystic fibrosis in the future.

## Introduction

The liver possesses unique regenerative potential. During chronic liver injury, however, liver fibrosis accompanies regeneration and can progress to cirrhosis, which can then progress to end-stage liver disease (ESLD) or hepatocellular cancer (HCC) (Pellicoro et al., 2014). Currently, cirrhosis is the 11th leading cause of death globally, and the incidence of liver disease continues to rise as conditions such as non-alcoholic fatty liver disease (NAFLD) and alcoholic liver disease continue to prevail (Asrani et al., 2019). Thus, there has been great interest in studying mechanisms of injury, inflammation, and fibrosis during liver injury in order to effectively develop novel therapies. The role of hepatic epithelial cells (referred henceforth as ‘hepithelial’ cells), which include both hepatocytes and cholangiocytes or biliary epithelial cells (BECs), in regulating microenvironment is beginning to be appreciated. Loss of hepatocyte differentiation in chronic liver diseases and ESLD, either due to much needed hepithelial proliferation for repair, or as an adaptation to escape injury, seems to contribute to not only loss of key hepatic functions, but is also causally associated with increased immune response and hepatic fibrosis (Argemi, 2019; Nishikawa, 2015). However, how hepithelial cells may modulate hepatic immune microenvironment is unclear.

As an important hepithelial cell type, BECs are known to undergo proliferation to replace dying BECs in cholangiopathies or cystic liver diseases, as well as can under phenotypic switch to generate de novo hepatocytes when hepatocytes are chronically injured and/or are unable to optimally proliferate, phenomena termed as ductular reaction (DR) (Sato et al., 2019; Wilson and Rudnick, 2019). Reactive ductules, however, can secrete pro-inflammatory and pro-fibrotic cytokines to induce inflammation, activate myofibroblasts, and induce fibrosis. The extent of DR correlates with fibrosis in many types of liver injuries (Lowes et al., 1999; Richardson, 2007; Zhao et al., 2018). The molecular underpinnings of reactive DR are incompletely understood although molecules like Yes-associated protein-1 (YAP1) have been implicated (Planas-Paz, 2019).

β-Catenin, the major downstream effector of the Wnt signaling, is a well-known mediator of hepatocyte proliferation. Liver-specific (hepatocyte and BECs) β-catenin knockout (KO1) mice generated by breeding β-catenin-floxed and albumin-cre mice show delayed liver regeneration (LR) after partial hepatectomy or after toxicant-induced liver injury (Apte, 2009; Tan et al., 2006). When KO1 were administered choline-deficient, ethionine-supplemented (CDE) diet, it triggered greater steatosis, cell death, DR, inflammation, and fibrosis than wild-type (WT1), and upon switching to normal diet for 2 weeks for recovery, continued to show greater injury due to an impairment of hepatocyte proliferation (Akhurst, 2001; Russell, 2019). Similar greater injury, fibrosis, and DR were observed in CDE-fed hepatocyte-only β-catenin KO (KO2), generated by delivering adeno-associated virus serotype 8 carrying a plasmid encoding *Cre* recombinase under a hepatocyte-specific thyroxine-binding globulin (TBG) promoter (AAV8-TBG-Cre) into the β-catenin-floxed mice (Russell, 2019). Intriguingly, labeling BECs for fate-tracing showed the liver repair to occur through BEC-to-hepatocyte transdifferentiation upon recovery for 2 weeks and up to 6 months on normal diet, although long-term impact on injury resolution, inflammation, DR, and fibrosis was not studied in either model (Russell, 2019).

In the current study, we investigate hepatic injury and repair in KO2 and KO1 mice challenged for 2 weeks with CDE diet and allowed to recover on normal diet for 2 weeks, 3 months, and 6 months. Intriguingly, we observed highly divergent injury-repair responses in the two models. KO2 mice showed progressive repair through expansion of BEC-derived β-catenin-positive hepatocytes and resolution of inflammation, DR, and fibrosis. However, KO1 display progressive and peculiar DR composed of numerous small luminal structures lined by a single layer of BECs, even after being on normal diet for 6 months, which is associated with fibrosis and inflammation, and is reminiscent of cystic fibrosis (CF)-like morphology. We identify a unique interactome of β-catenin, p65 subunit of NF-κB and cystic fibrosis transmembranous conductance regulator (CFTR) in BECs and show perturbations in these interactions, leading to excessive NF-κB activation and inflammation in BECs in both KO1 and CF patients.

## Results

### Long-term follow-up of mice lacking β-catenin in hepatocytes only (KO2) shows delayed but eventual resolution of fibrosis and DR after initial 2-week CDE diet

We previously showed CDE diet for 2 weeks led to enhanced injury, fibrosis, and DR in mice lacking β-catenin in hepatocytes only (KO2), generated by delivering AAV8-TBG-Cre into *Ctnnb1^flox/flox^; Rosa-stop^flox/flox^-EYFP* mice, as compared to WT2 mice, generated by injecting AAV8-TBG-Cre into *Ctnnb1^+/+^; Rosa-stop^flox/flox^-EYFP* mice (Russell, 2019). And that upon switching to normal diet, liver repair occurred via hepatocyte proliferation in WT2 but through BEC-to-hepatocyte transdifferentiation in KO2 (Russell, 2019). To specifically investigate durability of repair especially after the increased injury observed in the KO2 mice at 2 weeks of CDE diet, we fed CDE diet to KO2 and WT2 mice for 2 weeks and switched to normal diet for 2 weeks, 3 months, or 6 months (Figure 1A). KO2 mice had elevated serum alanine aminotransferase (ALT) and total bilirubin (BR) levels than WT2 at 2 weeks of CDE diet, but returned to normal at 2 weeks onwards after switching to normal diet, similar to WT2, although BR levels tended to be higher in KO2 up to 3 months of recovery (Figure 1B). Alkaline phosphatase (ALP) was increased in WT2 and KO2 after 2 weeks of CDE injury but returned to normal at 2 weeks of recovery in both groups (Figure 1B).

**Figure 1.**
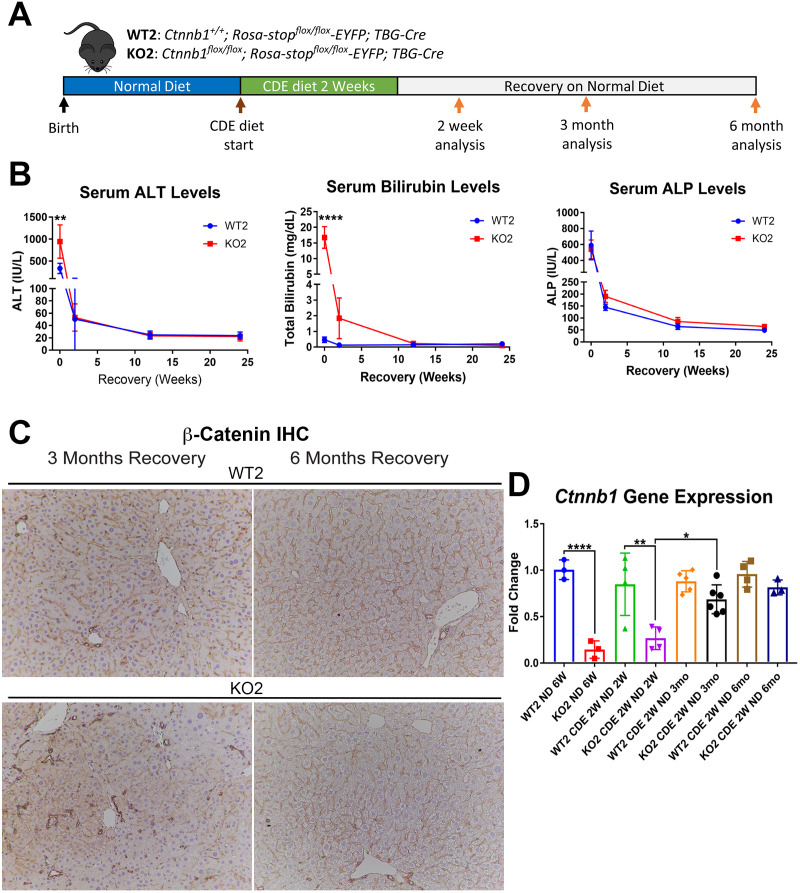
Comparable recovery of WT2 and KO2 on normal diet after initial 2-week choline-deficient, ethionine-supplemented (CDE) diet injury, along with repopulation of KO2 livers with biliary epithelial cell (BEC)-derived β-catenin-positive hepatocytes. (**A**) Experimental design showing WT2 and KO2 on 2 weeks of CDE diet and recovery on normal diet for up to 6 months with analysis at intermediate time points as indicated. (**B**) Serum alanine aminotransferase (ALT), bilirubin, and alkaline phosphatase (ALP) in the two groups over time (one-way ANOVA, **p<0.01, ****p<0.0001, n = 3–6 per group). (**C**) β-Catenin immunohistochemistry in WT2 and KO2 mice at 3 months and 6 months of recovery showing β-catenin-positive BECs and hepatocytes in KO2 and WT2 (100×). (**D**) *Ctnnb1* gene expression in WT2 and KO2 mice during recovery from CDE diet (one-way ANOVA, *p<0.05, **p<0.01, ****p<0.0001. n = 3–6 per group; individual animal values represented by dots).

**Figure 1—figure supplement 1.**
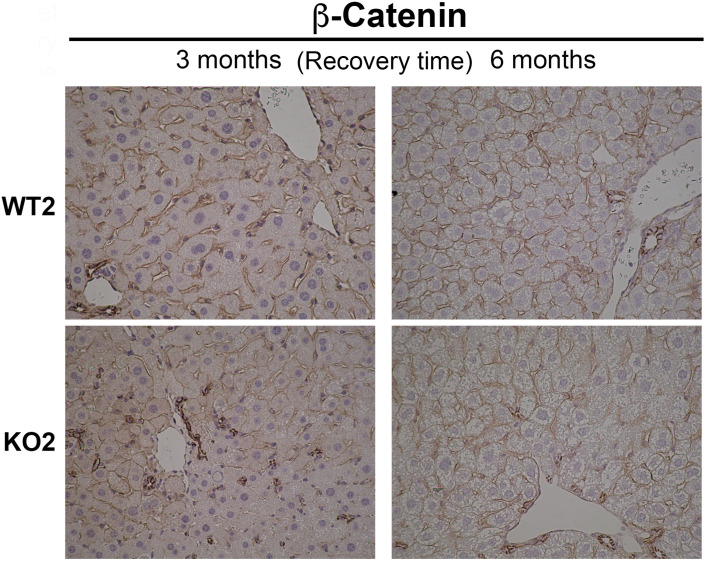
β-Catenin immunohistochemistry in WT2 and KO2 mice at 3 months and 6 months of recovery showing β-catenin-positive biliary epithelial cells (BECs) and hepatocytes in KO2 and WT2 (200×).

**Figure 1—figure supplement 2.**
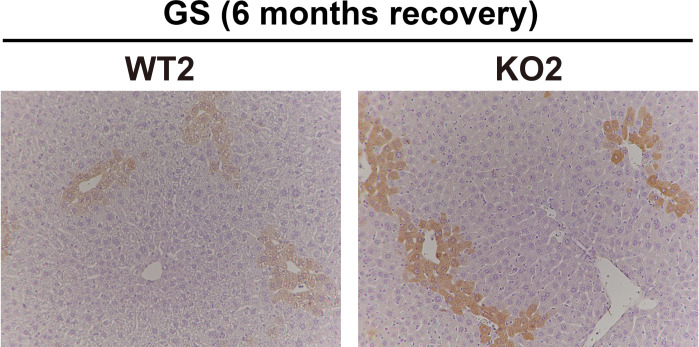
Immunohistochemistry for glutamine synthetase (GS) in WT2 and KO2 mice at 6 months of recovery showing KO2 beginning to express GS in the zone-3 hepatocytes as biliary epithelial cell (BEC)-derived β-catenin-positive hepatocyte repopulate these livers at 6 months after recovery from 2-week choline-deficient, ethionine-supplemented (CDE) injury (100×).

Previously by fate-tracing, we observed a BEC transdifferentiated to hepatocytes and expanded in KO2 (Russell, 2019). Likewise, by immunohistochemistry (IHC) for β-catenin that is only present in BECs in KO2 at baseline, there were increased numbers of β-catenin-positive hepatocytes at 3 months and 6 months of recovery (Figure 1C, Figure 1—figure supplement 1). RT-PCR for β-catenin gene (*Ctnnb1*) expression showed increasing expression in KO2 livers over time, becoming comparable to WT2 at 6 months (Figure 1D). Since glutamine synthetase (GS) is a β-catenin-specific target, we also examined its protein by IHC in WT2 and KO2 at the 6-month recovery time. Indeed, like in WT2, zone 3 GS-positive cells are present in KO2 showing β-catenin presence and activation at this time point (Figure 1—figure supplement 2).

Sirius Red staining for fibrosis showed greater collagen deposition in KO2 than WT2 at 2 weeks of CDE diet and persisted at 2 weeks of recovery (Figure 2A and B). Interestingly, despite being on normal diet and lack of any ongoing injury, KO2 continued to show fibrosis at 3 months, eventually resolving at 6 months (Figure 2A and B). Likewise, expression of *Col1a1* and *Tgfβ2* tended to be higher in KO2 compared to WT2 mice at 3-month recovery, but were comparable to WT2 at 6 months (Figure 2C).

**Figure 2.**
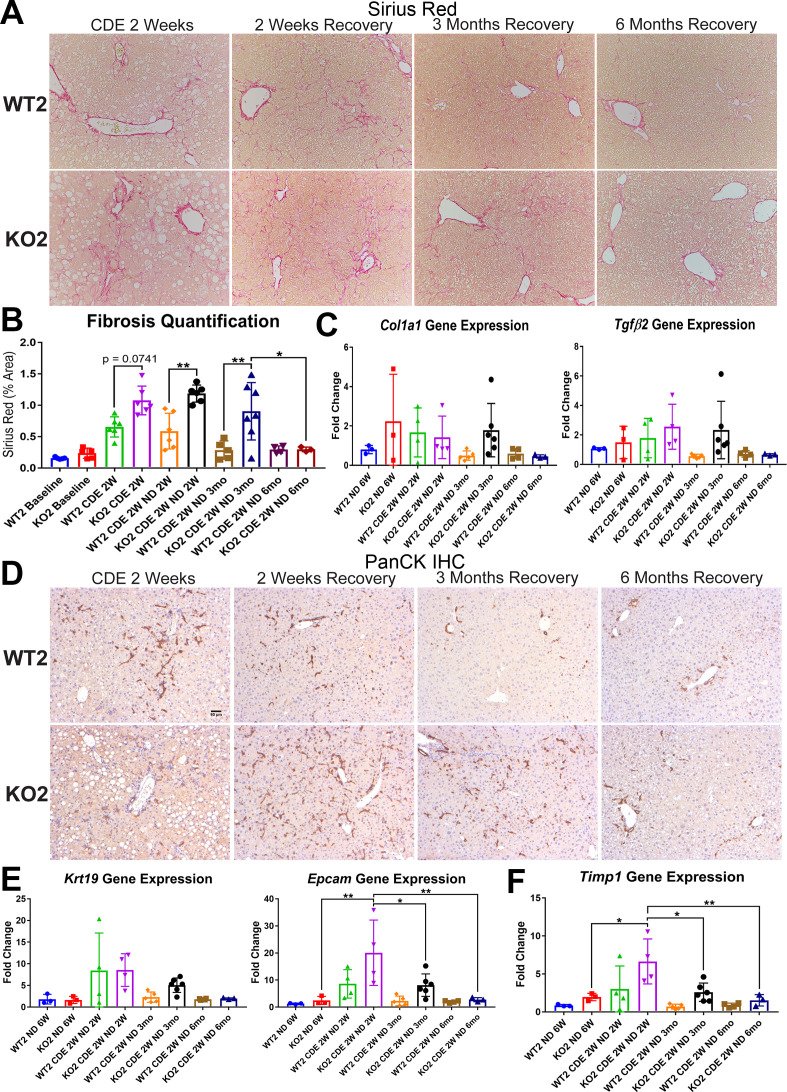
Fibrosis and ductular reaction (DR) is sustained in KO2 mice recovering on normal diet until 3 months, but subsides by 6 months, after initial 2-week choline-deficient, ethionine-supplemented (CDE) diet. (**A**) Sirius Red staining in WT2 and KO2 mice over time during recovery from CDE diet (100×). (**B**) Quantification of Sirius Red staining (one-way ANOVA, *p<0.05, **p<0.01. n = 3–7 per group; individual animal values represented by dots). (**C**) A trend of increased expression of *Col1a1* and *Tgfβ2* in KO2 mice at 3 months of recovery but not at 6 months (n = 3–6 per group; individual animal values represented by dots). (**D**) Pan-cytokeratin (PanCK) staining in WT2 and KO2 mice over time during recovery from CDE diet. Scale bar = 50 µm. (**E**) A trend of higher *Krt19* expression and significantly higher expression of *Epcam* gene in KO2 up to 3 months on recovery and normalization to WT2 levels at 6 months (one-way ANOVA, *p<0.05, **p<0.01, n = 3–6 per group, individual animal values represented by dots). (**F**) Significantly higher *Timp1* gene expression in KO2 than WT2 up to 3 months on recovery diet and normalization at 6 months (one-way ANOVA, *p<0.05, **p<0.01, n = 3–6 per group, individual animal values represented by dots).

**Figure 2—figure supplement 1.**
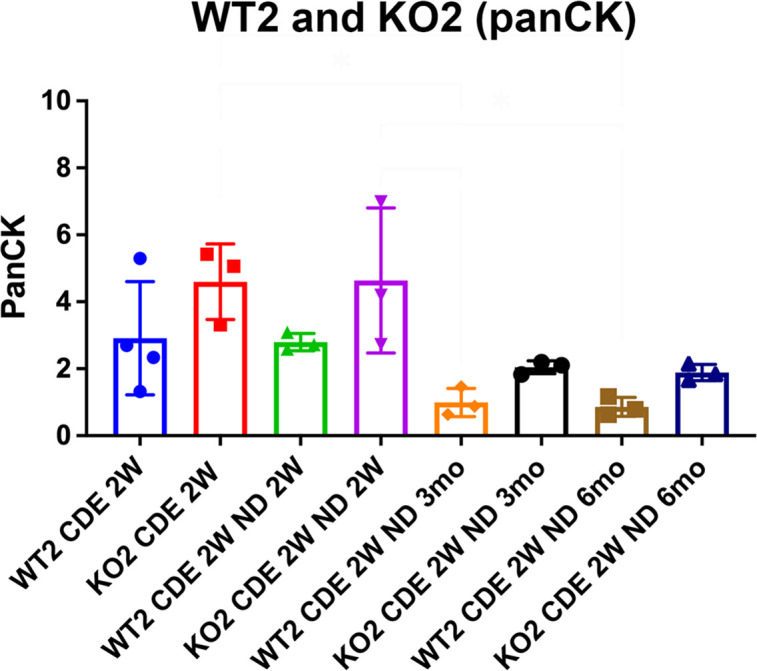
Similar ductular reaction (DR) during recovery from choline-deficient, ethionine-supplemented (CDE) in KO2 compared with WT2. Bar graph represents quantification of percent area covered by pan-cytokeratin (PanCK)-positive ductular cells in KO2 and at various times following 2 weeks of CDE injury. No significant differences were observed at all recovery time points.

Since increased DR was observed in KO2 after CDE diet-induced injury, and fibrosis can be associated with DR, we next performed IHC for pan-cytokeratin (PanCK; Figure 2D). There was robust DR in KO2 mice and WT2 mice after 2-week CDE diet and was also evident at 2 weeks of recovery although it appeared to be more pronounced in KO2. At 3 months of recovery, normal bile ducts are seen in WT2, whereas DR composed of flattened, non-luminal, and single or few cell clusters is evident throughout liver lobule in KO2 (Figure 2D). At 6 months, there was no DR in either group (Figure 2D). Quantification of PanCK staining was done using NIH Imager as described in Methods and showed higher trends but insignificant differences in areas covered by PanCK-positive DR in KO2 than WT2 at all times (Figure 2—figure supplement 1). Gene expression of BEC markers *Krt19* and *Epcam* supported these observations (Figure 2E).

Expression of the gene encoding tissue inhibitor of metalloproteinase 1a (*Timp1*), a well-known inhibitor of matrix metalloproteinases, known for a role in extracellular matrix degradation, was determined next as a possible mechanism of fibrosis resolution (Yoshiji, 2000; Yoshiji, 2002). Higher expression of *Timp1* persisted in KO2 as compared to WT2 at all recovery times except 6 months, coinciding with resolution of fibrosis and DR (Figure 2F).

Taken together, these results suggest that higher DR is associated with greater fibrosis in KO2, and resolution of the DR and fibrosis took longer in KO2 than WT2, which correlated with enhanced repopulation of the KO2 liver with β-catenin-positive hepatocytes and normalization of Timp1 levels.

### Long-term follow-up of mice lacking β-catenin in hepatocytes and BECs (KO1) shows prolonged fibrosis and DR without any evidence of regression after initial 2-week CDE diet

Next, we placed *Albumin-Cre^+/-^ Ctnnb1^flox/flox^* (KO1) mice lacking β-catenin in hepatocytes and BECs, and their wild-type littermates (WT1) on CDE diet for 2 weeks and allowed recovery on normal diet for 2 weeks, 3 months, and 6 months (Figure 3A). We observed severe liver injury in KO1 mice, shown by significantly higher serum ALT and total BR after 2 weeks of CDE diet compared to WT1. During recovery, serum ALT levels in KO1 and WT1 mice decreased to normal levels (Figure 3B), while BR remained mildly elevated in KO1 mice up to 3 months of recovery as compared to WT1, which returned to normal at 2 weeks of recovery (Figure 3B). Serum ALP levels were comparably increased in WT1 and KO1 at 2 weeks of CDE injury and returned to normal levels at 2-week recovery (Figure 3B).

**Figure 3.**
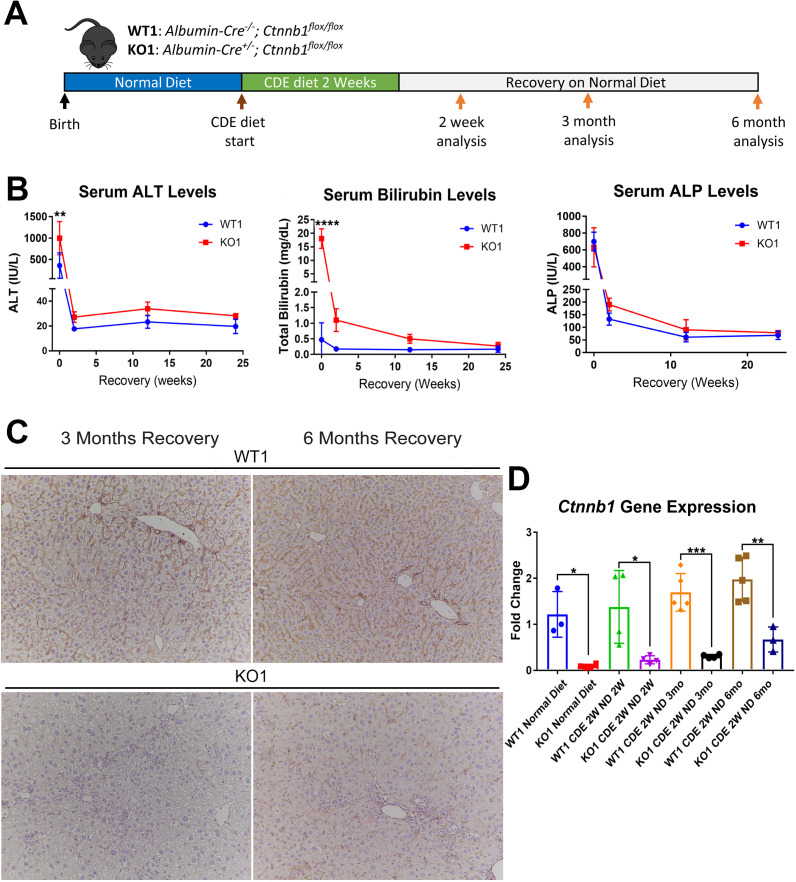
Serum biochemistry suggests comparable recovery on normal diet in WT1 and KO1 after 2-week choline-deficient, ethionine-supplemented (CDE) diet and continued lack of β-catenin in KO1. (**A**) Experimental design showing WT1 and KO1 on 2 weeks of CDE diet and recovery on normal diet for up to 6 months with analysis at intermediate time points as indicated. (**B**) Serum alanine aminotransferase (ALT), bilirubin, and alkaline phosphatase (ALP) in the two groups over time (one-way ANOVA, **p<0.01, ****p<0.0001, n = 3–5 per group). (**C**) β-Catenin immunohistochemistry in WT1 and KO1 mice at 3 months and 6 months of recovery showing absence of β-catenin in biliary epithelial cells (BECs) and hepatocytes in KO1 (100×). (**D**) *Ctnnb1* gene expression in WT1 and KO1 mice during recovery from CDE diet shows continued β-catenin absence over time in KO1 (one-way ANOVA, *p<0.05, **p<0.01, ****p<0.0001, n = 3–5 per group, individual animal values represented by dots).

**Figure 3—figure supplement 1.**
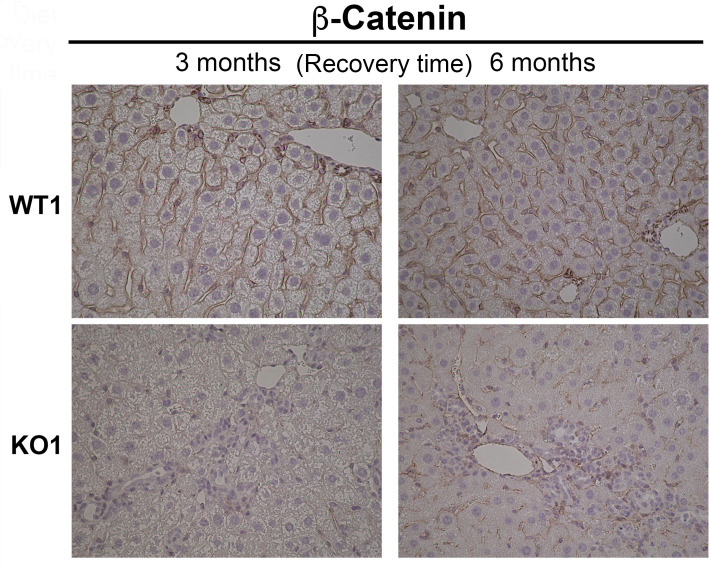
β-Catenin immunohistochemistry in WT1 and KO1 mice at 3 months and 6 months of recovery showing WT1 and KO1 continue to be negative for β-catenin in hepithelial cells (200×).

**Figure 3—figure supplement 2.**
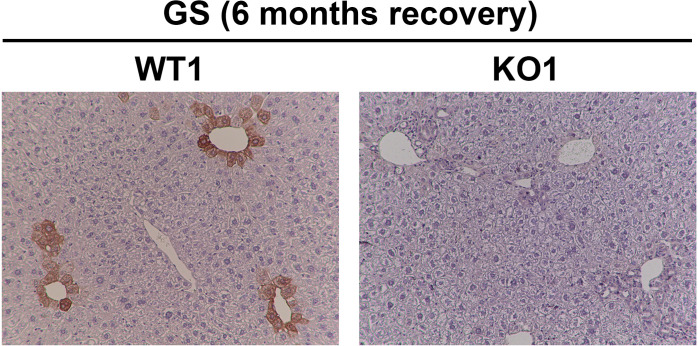
Immunohistochemistry for glutamine synthetase (GS) in WT1 and KO1 mice at 6 months of recovery showing KO1 continue to be negative for GS as there is no cell source for β-catenin+ hepatocytes in this model (100×).

Since β-catenin is lacking in hepithelial cells in the KO1 livers, IHC for β-catenin and RT-PCR for *Ctnnb1* showed continued absence in KO1 and not WT1 at 3-month and 6-month recovery on normal diet (Figure 3C and D, Figure 3—figure supplement 1). As a surrogate for β-catenin presence and activity, we also assessed GS by IHC in WT1 and KO1 at the 6-month recovery time. Unlike WT1, there is a complete absence of GS in zone 3 hepatocytes in KO1 showing continued absence of β-catenin at this time point (Figure 3—figure supplement 2).

We previously reported increased fibrosis in KO1 mice compared to WT1 littermates after 2-week CDE diet (Russell, 2019). Here, we evaluated fibrosis during recovery on normal diet in both WT1 and KO1. Despite normalization of serum transaminases during recovery, we observed continued fibrosis especially in the periportal area in KO1 and especially at 3 months and 6 months by Sirius Red staining, whereas WT1 mice displayed resolution of fibrosis as early as 2-week recovery (Figure 4A). Quantification verified significant increases in fibrosis in KO1 at all time points compared to WT1 (Figure 4B). Additionally, expression of *Col1a1* tended to be higher in KO1 mice during recovery (Figure 4C).

**Figure 4.**
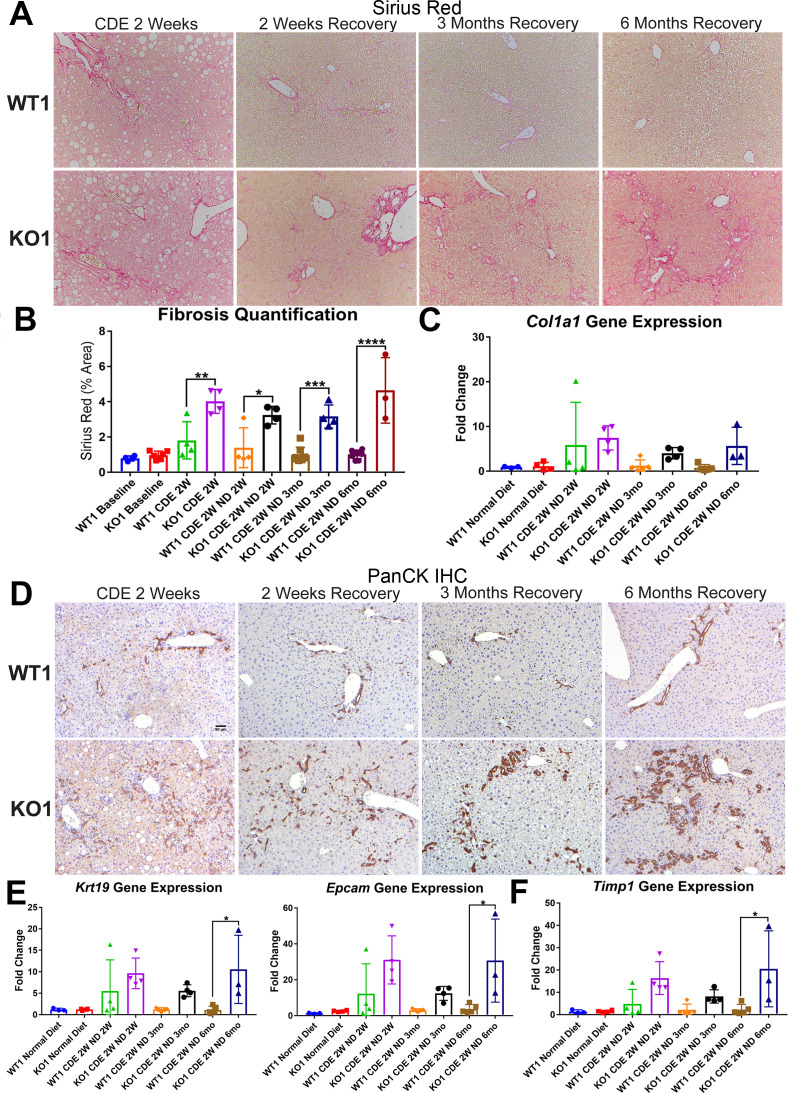
Unresolved fibrosis and ductular reaction in KO1 mice throughout 6 months on recovery, after the initial 2-week choline-deficient, ethionine-supplemented (CDE) diet injury. (**A**) Sirius Red staining in WT1 and KO1 mice over time during recovery from CDE diet (100×). (**B**) Quantification of Sirius Red staining (one-way ANOVA, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n = 3–6 per group, individual animal values represented by dots). (**C**) A trend of increased expression of *Col1a1* in KO1 mice even at 6 months of recovery (n = 3–5 per group, individual animal values represented by dots). (**D**) Pan-cytokeratin (PanCK) staining in WT1 and KO1 mice over time during recovery from CDE diet. The ductular reaction (DR) changes from flattened, invasive. and without lumen morphology from early time points to numerous small luminal structures lined by a single layer of PanCK-positive columnar cells at 3 months and 6 months. Scale bar = 50 µm. (**E**) Significantly higher *Krt19* and *Epcam* gene expression in KO1 especially at 6 months of recovery (one-way ANOVA, *p<0.05, n = 3–5 per group, individual animal values represented by dots). (**F**) Significantly higher *Timp1* gene expression IN KO1 especially at 6 months of recovery diet (one-way ANOVA, *p<0.05, n = 3–5 per group, individual animal values represented by dots).

**Figure 4—figure supplement 1.**
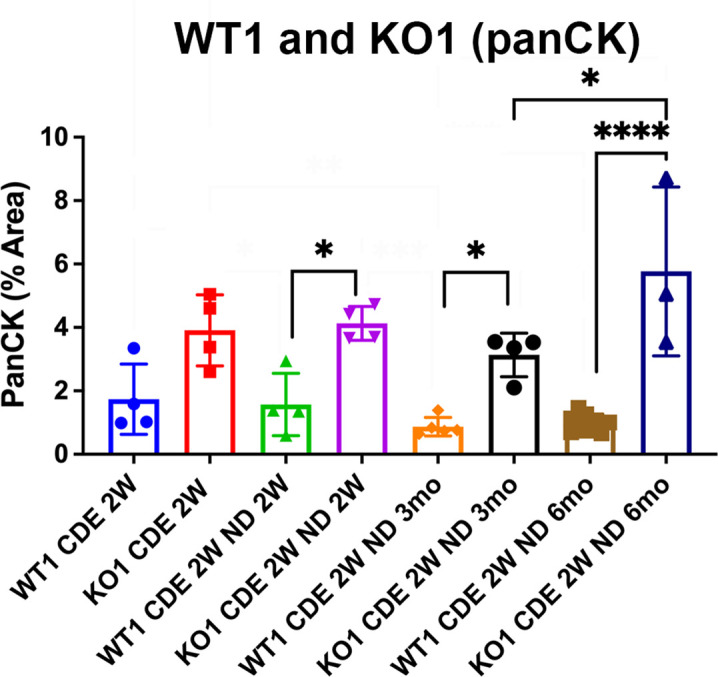
Enhanced ductular reaction (DR) during recovery from choline-deficient, ethionine-supplemented (CDE) in KO1. Bar graph represents quantification of percent area covered by pan-cytokeratin (PanCK)-positive ductular cells in KO1 and WT1 at various times following 2 weeks of CDE injury. Significant differences were observed in KO1 as compared to WT1 at all recovery time points (one-way ANOVA, *p<0.05, ****p<0.0001).

**Figure 4—figure supplement 2.**
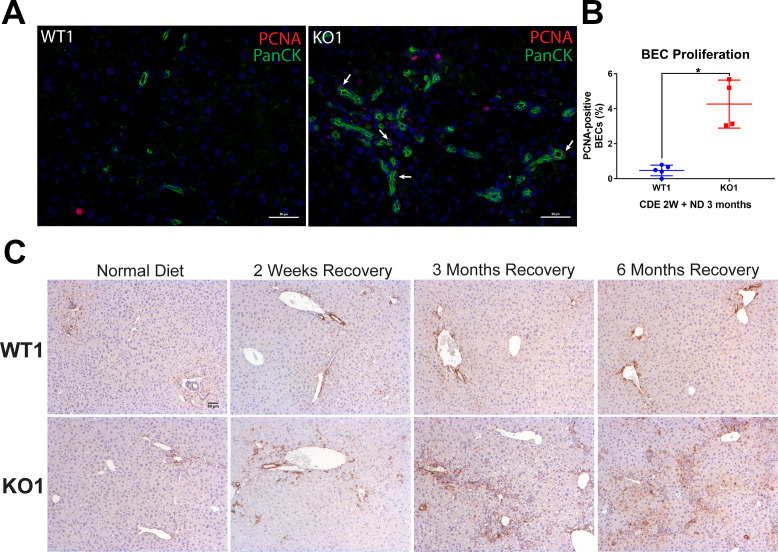
Enhanced proliferating cell nuclear antigen (PCNA) and increased p-Erk staining in biliary epithelial cells (BECs) in KO1 during recovery on normal diet after initial 2-week choline-deficient, ethionine-supplemented (CDE) diet-induced injury. (**A**) Pan-cytokeratin (PanCK) (green) and PCNA (red) immunofluorescence in WT1 and KO1 mice at 3 months of recovery on normal diet after 2-week CDE diet. Scale bar = 50 µm. (**B**) Quantification of PCNA-positive BECs at 3-month recovery on normal diet (ND) from 2-week CDE (one-way ANOVA, *p<0.05). (**C**) WT1 and KO1 mice staining with an antibody against phospho-Erk1/2 (Thr202/Tyr204) reveals staining in a subset of BECs in the ductular reaction in KO1 mice. Scale bar = 50 µm.

**Figure 4—figure supplement 3.**
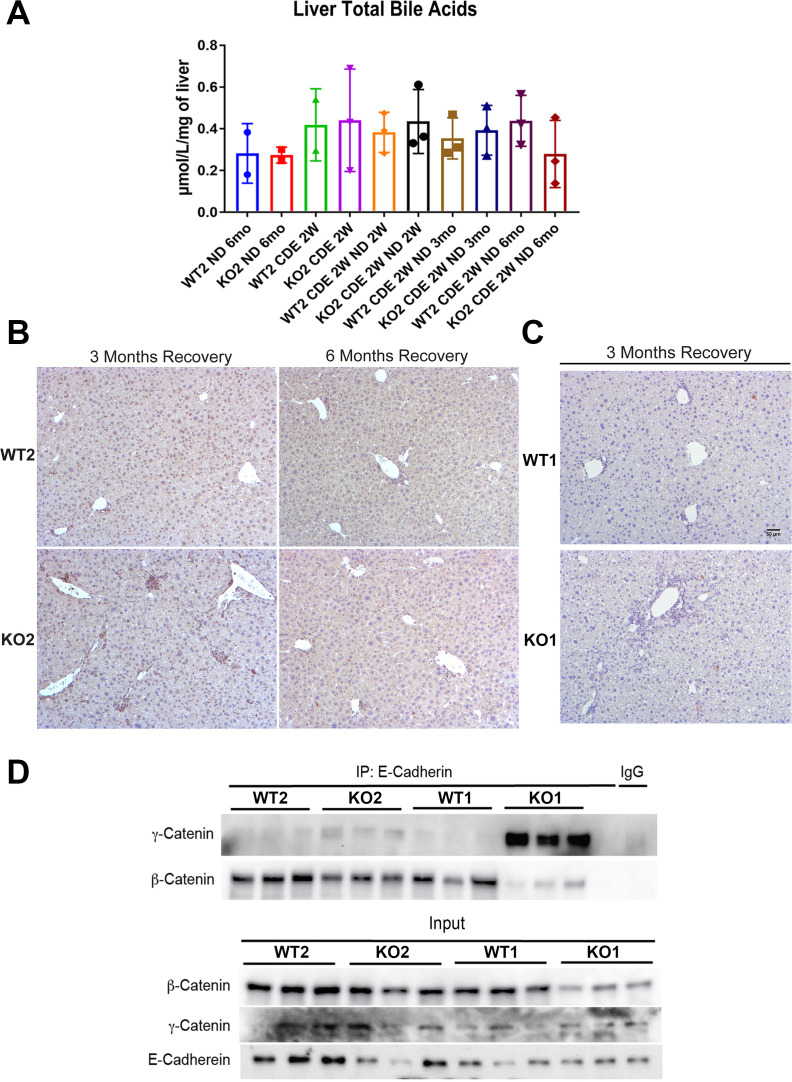
Bile acids and cell death are not the basis of fibrosis and ductular reaction due to choline-deficient, ethionine-supplemented (CDE) diet, and differences in adherens junction integrity do not explain phenotypic differences between KO2 and KO1 at 6 months of recovery. (**A**) Quantification of bile acids in whole livers in WT2 and KO2 at 2 weeks after CDE diet and at various time recovery times on normal diet. (**B**) p21 staining shows no positive cells at 3 months or 6 months of recovery on normal diet in WT2 and KO2 liver sections. (**C**) Cleaved caspase 3 staining reveals almost no ongoing cell death in the livers of WT1 or KO1 mice after 3 months of recovery from CDE diet-induced liver injury. Scale bar = 50 µm. (**D**) Immunoprecipitation studies show E-cadherin association with β-catenin in WT1, WT2, and KO2 livers at 6 months of recovery while it associates with γ-catenin in KO1 at the same time due to continued lack of β-catenin in KO1 (top panels). Input verifies low levels of β-catenin in whole liver lysates of KO1 at the same time depicting β-catenin presence in liver non-epithelial cells (bottom panels). Figure 4—figure supplement 3—source data 1.Immunoprecipitation (IP) shows E-cadherin association with β-catenin in WT1, WT2, and KO2 livers at 6 months of recovery while it associates with γ-catenin in KO1 at the same time due to continued lack of β-catenin in KO1 (top panels).Input verifies low levels of β-catenin in whole liver lysates of KO1 at the same time depicting β-catenin presence in liver non-epithelial cells (bottom panels).

DR was next assessed by IHC for PanCK. While there was a dramatic decrease in DR overtime in WT1 mice, a profound DR was observed in KO1 mice at all times, which was even more pronounced at 6 months of recovery (Figure 4D). Quantification of PanCK staining showed significant differences in areas covered by PanCK-positive DR in KO1 than WT1 at all times of recovery from CDE diet and even significant and progressive increase from 3 months to 6 months in KO1 (Figure 4—figure supplement 1). Furthermore, the DR was peculiar and composed of numerous small luminal structures lined by a single layer of PanCK-positive columnar cells at 3 months and 6 months, rather than more flattened and invasive DR without lumen seen at earlier stages of CDE injury and recovery in both WT1, KO1, and even KO2 (Figures 4D and 2D). Enhanced gene expression for *Krt19* and *Epcam* was simultaneously evident in KO1 at these times (Figure 4E).

To determine if the continued DR was due to ongoing BEC proliferation, we co-stained KO1 livers from 3-month recovery with PanCK and proliferating cell nuclear antigen (PCNA) (Figure 4—figure supplement 2A). Significantly more BECs were proliferating in KO1 compared to WT1 mice (Figure 4—figure supplement 2B). A subset of BECs in DR were also positive for phospho-Erk1/2 (p-Erk1/2), known for regulating BEC proliferation (Figure 4—figure supplement 2C; Pepe-Mooney, 2019).

Since decreased gene expression of *Timp1* correlated with reduced fibrosis in KO2 at 6 months of recovery, we next investigated its levels in KO1 and WT1. Timp1 tended to be upregulated in KO1 mice at all times but significantly at 6-month recovery time (Figure 4F).

Taken together, these results suggest that KO1 mice that continue to lack β-catenin in hepithelial cells show persistent Timp1 and fibrosis, and display continued and morphologically distinct DR associated with increased BEC proliferation at all times after the initial 2-week CDE diet injury, despite lack of active insult.

### Unremarkable changes in hepatic bile acids, apoptosis, and senescence during resolution of fibrosis and DR during recovery from CDE diet in KO2 mice

To discern the basis of disparate DR and fibrosis between the two models, we first focused on investigating differences in specific injury processes between KO2 and WT2 during CDE injury and recovery. Increased hepatic bile acids have been implicated in hepatic injury and repair (Fickert and Wagner, 2017), and our lab has previously reported altered hepatic bile acids (BAs) in KO1 mice after methionine-choline-deficient (MCD) diet (Behari, 2010; Thompson, 2018). However, CDE diet-fed KO2 or WT2 mice showed no significant increase in hepatic bile acids at any time, suggesting these to not be driving DR or fibrosis in this model (Figure 4—figure supplement 3A). We also investigated cell senescence as a possible driver of DR and fibrosis (Wei-Yu et al., 2015). However, no significant hepatocyte senescence was observed by p21 IHC in WT2 or KO2 mice during long-term recovery from CDE diet (Figure 4—figure supplement 3B).

Although ALTs were not elevated, we wanted to directly address any ongoing injury in recovering WT1 and KO1 mice. Cleaved caspase 3 staining showed minimal cell death in both WT1 and KO1 mice at 3 months of recovery (Figure 4—figure supplement 3C).

Thus, BA alterations, cellular senescence, and cell death are not the basis of DR and fibrosis in CDE injury, and hence cannot explain differences in recovery between KO1 and KO2 mice.

### Maintenance of adherens junctions in KO2 and KO1 during recovery from CDE diet injury

Next, we assessed if continued absence of β-catenin in KO1 but not in KO2 at 6 months of recovery could be affecting adherens junctions (AJs) integrity and could explain differences in DR and fibrosis between KO2 and KO1 mice. Temporal disruption of cell-cell junctions has been associated with pathologies in hepatobiliary injury including after CDE diet (Pradhan-Sundd, 2018a). However, at 6 months of recovery, immunoprecipitation (IP) with E-cadherin showed an association of E-cadherin to β-catenin in KO2 and with γ-catenin in KO1, as has been shown in β-catenin-deficient livers by us previously (Figure 4—figure supplement 3D; Pradhan-Sundd, 2018b). Thus, intact AJs are present in both models during recovery and cannot be the basis of sustained DR and fibrosis in KO1.

### Prolonged periportal inflammation in KO1 but not in KO2 mice during recovery from CDE diet correlates with ongoing DR and fibrosis

Previously, the presence of immune cell infiltration has been shown to be essential in the development of DR and fibrosis. Mice lacking Th1 immune signaling or interferon-γ showed impaired DR and decreased fibrosis after CDE diet (Knight, 2007). To address inflammation, we performed staining for CD45, a pan-leukocyte marker. There were high numbers of CD45-positive cells in WT2 and KO2 mice after 2-week CDE diet, which declined in WT2 after 2 weeks of recovery, decreased overall but persisted pan-lobularly in KO2 up to 3 months, and normalized to WT2 levels by 6 months (Figure 5A). CD45-positive cells were present in high numbers in both WT1 and KO1 at 2 weeks of CDE diet, and while these numbers gradually returned to baseline in WT2 at 2 weeks of recovery, a more intense periportal-appearing infiltration was seen in KO1 especially at 3 months and 6 months (Figure 5B). Quantification of the area occupied by CD45-positive cells at all time points revealed that CD45-positive cell infiltration significantly resolved at 3 months and 6 months of recovery from CDE diet in both WT2 and KO2 (Figure 5—figure supplement 1A). However, CD45-positive cells in KO1 always tended to be higher than WT1 at all respective time points analyzed. Statistically significant and higher inflammation was observed in KO1 at 6 months as compared to WT1 at all time points (Figure 5—figure supplement 1B).

**Figure 5.**
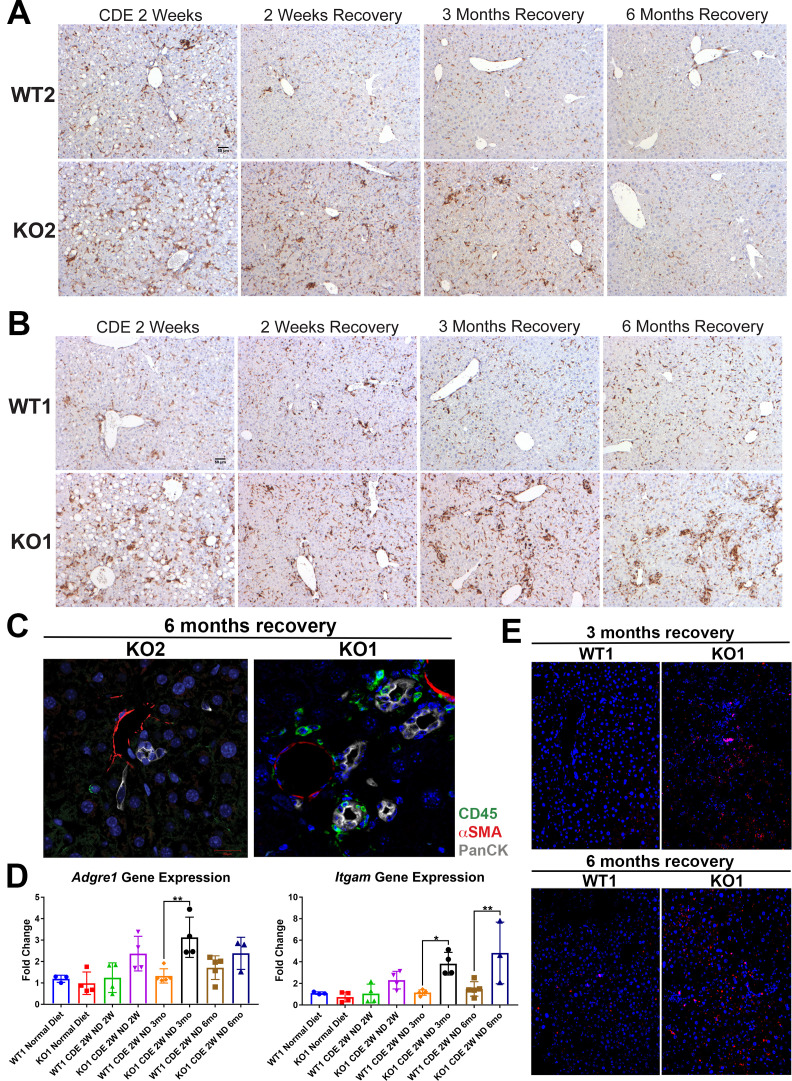
Sustained inflammation during recovery after the initial choline-deficient, ethionine-supplemented (CDE) diet injury in KO1 mice as compared to WT1, WT2, and KO2. (**A**) CD45 immunostaining in WT2 and KO2 mice over time during recovery from CDE diet. Scale bar = 50 µm. (**B**) CD45 staining in WT1 and KO1 mice over time during recovery from CDE diet. Scale bar = 50 µm. (**C**) Representative confocal image of triple immunofluorescence for pan-cytokeratin (PanCK) (white), α-smooth muscle actin (αSMA) (red), and CD45 (green) in KO1 and KO2 at 6 months of recovery (400×). (**D**) Changes in *Adgre1* and *Itgam* gene expression in WT1 versus KO1 at various time points (one-way ANOVA, *p<0.05, **p<0.01, n = 3–5 per group, individual animal values represented by dots). (**E**) Increased Ly6G staining (red) in KO1 mice after 3 months and 6 months of recovery (100×).

**Figure 5—figure supplement 1.**
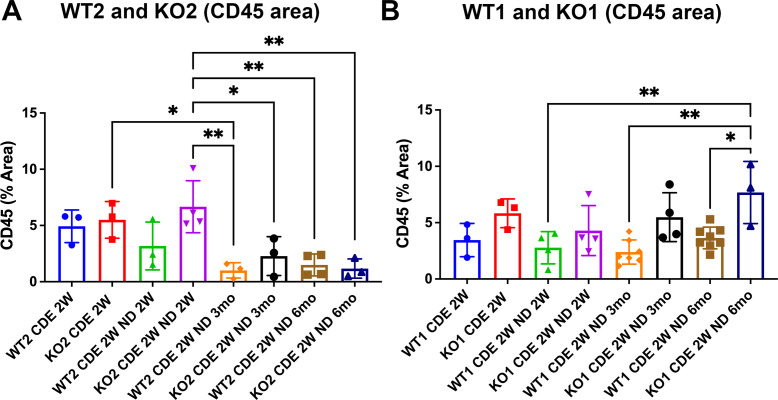
Increased CD45-positive cell infiltration in KO1 especially at 6 months of recovery from 2-week choline-deficient, ethionine-supplemented (CDE) injury. Bar graph representing percentage of area occupied by CD45-positive cells in all four genotypes of mice at all time points. Statistically significant and higher inflammation was observed in KO1 at 6 months as compared to WT1 at all time points, although KO1 always tended to have higher CD45-positive cells than WT1 at respective times (**B**). This was in contrast to KO2, which progressively and significantly resolved CD45 infiltrate at 3 months and 6 months of recovery (**A**) (one-way ANOVA, *p<0.05, **p<0.01).

**Figure 5—figure supplement 2.**
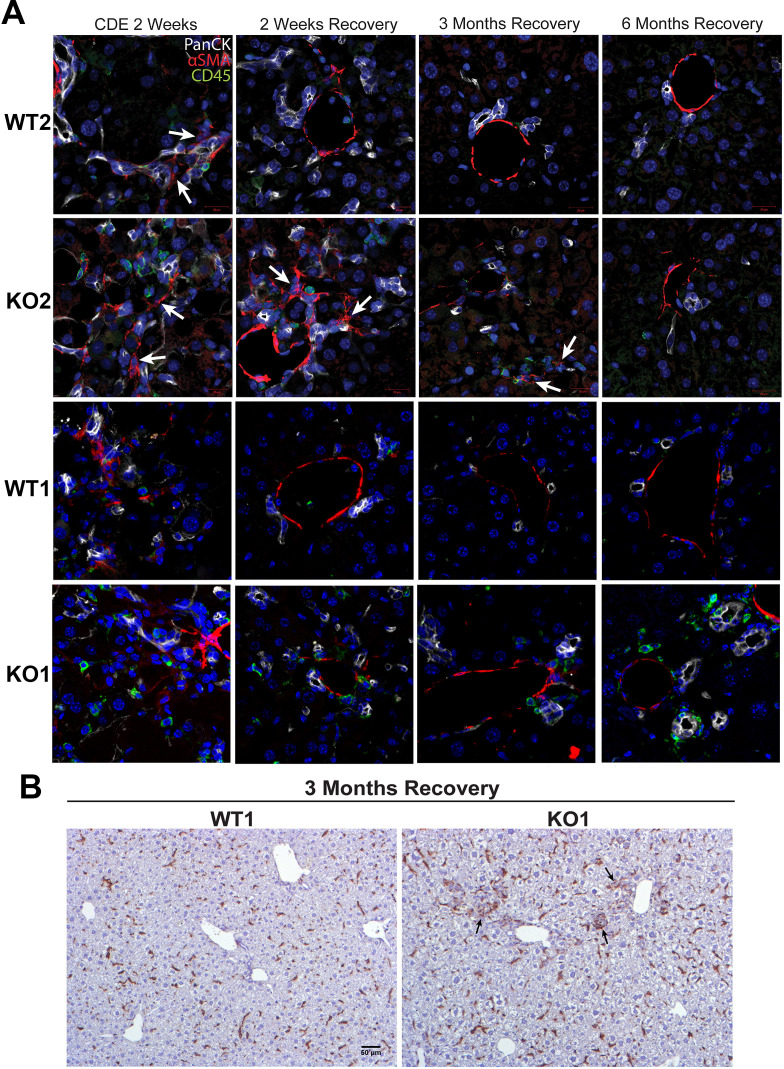
Immune cells continue to prevail in periportal region in KO1 even at 6 months of recovery while they subside in all other genotypes after 3 months of recovery or earlier. (**A**) Representative confocal image of triple immunofluorescence for pan-cytokeratin (PanCK) (white), α-smooth muscle actin (αSMA) (red), and CD45 (green) in WT1, KO1, WT2, and KO2 at 2 weeks of choline-deficient, ethionine-supplemented (CDE) diet and recovery on normal diet for 2 weeks, 3 months, or 6 months. Cells expressing αSMA are closely associated with PanCK-positive cells (white arrows). Scale bar = 20 µm. (**B**) F4/80 staining reveals macrophages closely associated with the ductular reaction (DR) in KO1 mice at 3 months of recovery (black arrows). Scale bar = 50 µm.

To determine if these inflammatory cells were close to DR, we performed triple immunofluorescence (IF) for PanCK, CD45, and myofibroblast marker α-smooth muscle actin (αSMA) (Figure 5—figure supplement 2A). At 2-week CDE diet, both WT2 and KO2 livers exhibited inflammatory cells and αSMA-positive cells close to BECs. After 2 weeks of recovery, αSMA-positive cells were no longer associated with BECs in WT2 and no immune cells were seen. In KO2 mice, BECs, αSMA-positive cells, and leukocytes were seen in close proximity to each other up to 3 months of recovery and returned to WT2 state at 6 months (Figure 5—figure supplement 2A). KO1 livers showed closely associated CD45- and PanCK-positive cells at all times in contrast to WT1, which lacked CD45 cells at all times after 2 weeks of recovery (Figure 5—figure supplement 2A). Intriguingly, even in KO1, αSMA-positive cells were not observed at any time after 2 weeks of recovery. Overall, the presence of CD45-positive cells close to PanCK-positive cells was clear in KO1 but not in KO2 at 6 months (Figure 5C).

Analysis in whole livers for expression of *Adgre1*, gene encoding macrophage marker F4/80, showed significant increase in KO1 compared to WT1 mice at 3-month recovery (Figure 5D), and these macrophages were located close to the DR (Figure 5—figure supplement 2B). Bone marrow monocyte-derived macrophages express high levels of *Itgam* (CD11b), and infiltrate liver during injury, express pro-inflammatory cytokines, and are involved in both progression and recovery phases of fibrosis (Guillot and Tacke, 2019). *Itgam* expression was significantly higher in KO1 at 3-month and 6-month recovery times (Figure 5D). There was also increased staining for Ly6G, a marker for monocytes, granulocytes, and neutrophils, in KO1 at 3-month and 6-month recovery times (Figure 5E).

Together, these results show resolution of DR and fibrosis in KO2 correlated with reduced inflammation, whereas persistent β-catenin-negative DR and continuing fibrosis in KO1 mice at late recovery stages from CDE injury were associated with persistent periportal inflammation.

### Lack of β-catenin from BECs in KO1 leads to persistent NF-κB activation during recovery from CDE diet-induced injury

To address the mechanism of enhanced periportal inflammation, we next assessed the status of NF-κB, the master regulator of immune cell response. We have previously shown an inhibitory interaction of β-catenin with p65 subunit of NF-κB in hepatocytes and the absence of β-catenin in KO1 led to increased NF-κB activation in response to lipopolysaccharide (LPS) or tumor necrosis factor-α challenge (Nejak-Bowen et al., 2013). Further, while immune cells are essential for DR and fibrosis, reactive ductules are a well-known source of pro-inflammatory and pro-fibrogenic cytokines and thus this cross-cellular signaling perpetuates overall injury (Fava et al., 2005; Pinto et al., 2018). Since inflammatory cells were specifically enriched in KO1 in the periportal region and associated closely to the DR, we next assessed NF-κB status along with β-catenin in BECs in KO2 and KO1. At baseline in KO2, p65 subunit of NF-κB was present in the cytosol of the CK19-positive cells, as was β-catenin (Figure 6A). In KO1, at baseline, CK19-positive BECs lacked β-catenin and p65 was still evident in cytosol (Figure 6A). At 2 weeks of CDE diet, when DR and inflammation is ongoing in both KO2 and KO1 livers, a subset of CK19-positive BECs showed comparable nuclear p65 by confocal microscopy in both groups (Figure 6B and C). At 6 months in KO2, β-catenin-positive, CK19-positive BECs showed only cytosolic p65 similar to baseline (Figure 6B). However, unlike at baseline, KO1 livers at 6-month recovery from CDE injury showed profound nuclear translocation of p65 in almost all CK19-positive BECs, which continued to lack β-catenin (Figure 6B). Quantification showed significant difference in nuclear p65 in BECs in KO1 versus KO2 at 6-month recovery time point (Figure 6C).

**Figure 6.**
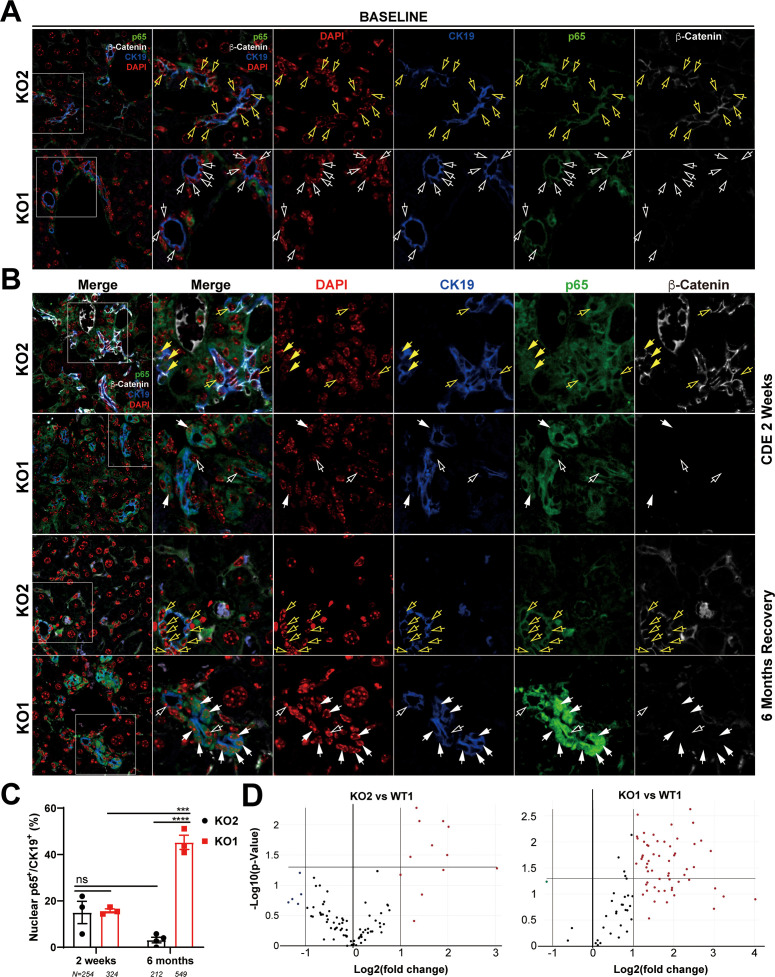
Nuclear translocation of p65 in biliary epithelial cells (BECs) lacking β-catenin during recovery from choline-deficient, ethionine-supplemented (CDE) diet injury shows NF-κB activation in BECs only in KO1. (**A**) Representative confocal image of triple immunofluorescence for CK19 (blue), β-catenin (white), and p65 (green) along with DAPI (red) in KO1 and KO2 baseline livers. Merged image at low magnification (100×) is shown in leftmost panel and higher magnification (200×) of selected area (box) along with its individual channels are shown to the right. Yellow open arrows identify CK19-positive BECs with cytosolic β-catenin and p65 in KO2. White open arrows identify CK19-positive BECs with cytosolic p65 and absent β-catenin in KO1. (**B**) Representative confocal image of triple immunofluorescence for CK19 (blue), β-catenin (white), and p65 (green) along with DAPI (red) in KO1 and KO2 at 2 weeks of CDE diet and after 6 months of recovery on normal diet. The leftmost panel is low magnification (100×) merged image. The higher magnification (200×) of the selected boxed area is presented in the adjacent panel as a merged image followed by individual channels. Yellow open arrows identify CK19-positive BECs with cytosolic β-catenin and p65, and yellow solid arrows with nuclear p65 in KO2. White open arrows indicate CK19-positive BECs with cytosolic p65, and white solid arrows identify CK19-positive BECs with nuclear p65 with absent β-catenin in KO1. (**C**) Quantification of CK19-positive cells showing nuclear p65 at 2 weeks of CDE diet and 6 months of recovery in KO2 versus KO1 (one-way ANOVA, ***p<0.001, ****p<0.0001, n = 3 per group, individual animal values represented by dots, number of cells counted are indicated). (**D**) Volcano plots of NF-κB downstream target gene expression in KO2, KO1, and WT1 livers at 6 months of recovery. Genes with fold-change >2 are highlighted in red, with fold-change <2 highlighted in green, and unchanged genes shown as black dots (n = 3 per group).

**Figure 6—figure supplement 1.**
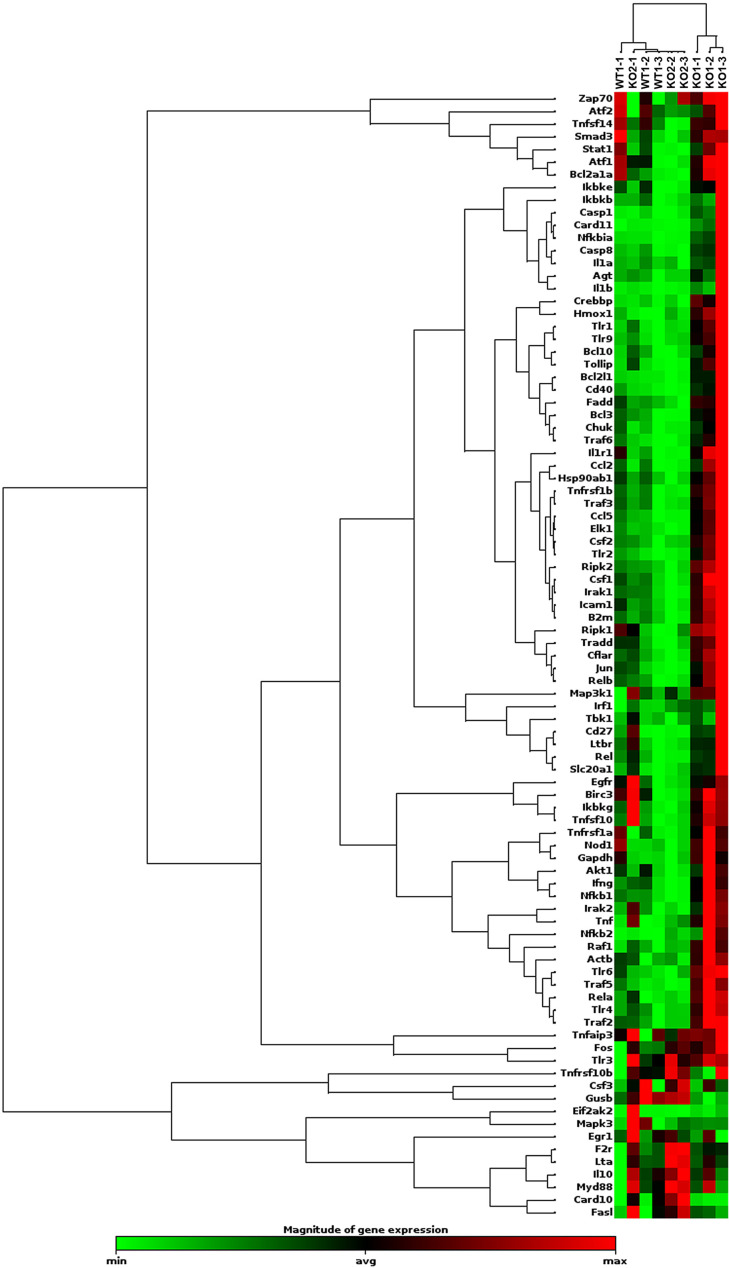
Evidence of NF-κB activation in KO1 livers but not in WT1 or KO2 livers at 6 months of recovery from choline-deficient, ethionine-supplemented (CDE) diet. RNA from whole livers of WT1, KO1, and KO2 (n = 3 each) at 6-month recovery was assessed for 84 NF-κB downstream target genes by RT-PCR array. Using a fold-change threshold = 2, p-value threshold = 0.05, we identified several genes altered in KO1 only and clustergram showed clear separation of KO1 from KO2 and WT1.

To verify if nuclear p65 indicated NF-κB activation, 84 downstream target genes were checked by RT-PCR array (fold-change threshold = >2, p-value threshold = 0.05). Relative to WT1, we found a striking upregulation in the expression of 44% of genes (37/84) in KO1, whereas 92% of genes (77/84) in KO2 livers were unchanged at 6 months of recovery (Figure 6E). Clustergram showed KO2s were indistinguishable from WT1, but KO1 clearly separated from both groups (Figure 6—figure supplement 1).

Altogether, these data suggest a pronounced and prolonged NF-κB activation in BECs lacking β-catenin along with periportal inflammation during recovery phase from CDE injury, whereas presence of β-catenin dampened NF-κB activation in BECs to curbed inflammation and assist in recovery from the same injury.

### β-Catenin modulation in BECs leads to differential impact on NF-κB activity and pro-inflammatory cytokine expression through alterations in β-catenin-P65 interactions

To more conclusively address the relationship between β-catenin and NF-κB in BECs directly, we utilized immortalized mouse small cholangiocyte cells (SMCCs), which were transfected with control- or β-catenin siRNA together with either β-catenin-TCF TOPFlash reporter or p65 luciferase reporter. Knockdown of β-catenin in SMCCs, shown by a significant decrease in TOPFlash activity, induced p65 luciferase activity, which was three times greater than caused by 100 ng/ml LPS stimulation (Figure 7A). Conversely, expression of stable S45Y-β-catenin or T41A-β-catenin (not shown) in SMCCs led to increased TOPFlash activity but significantly decreased p65 reporter activity with or without LPS (Figure 7B). Similar negative regulation was also observed in MzChA and HuCCT1, two independent human CCA cell lines (Figure 7—figure supplement 1A and B).

**Figure 7.**
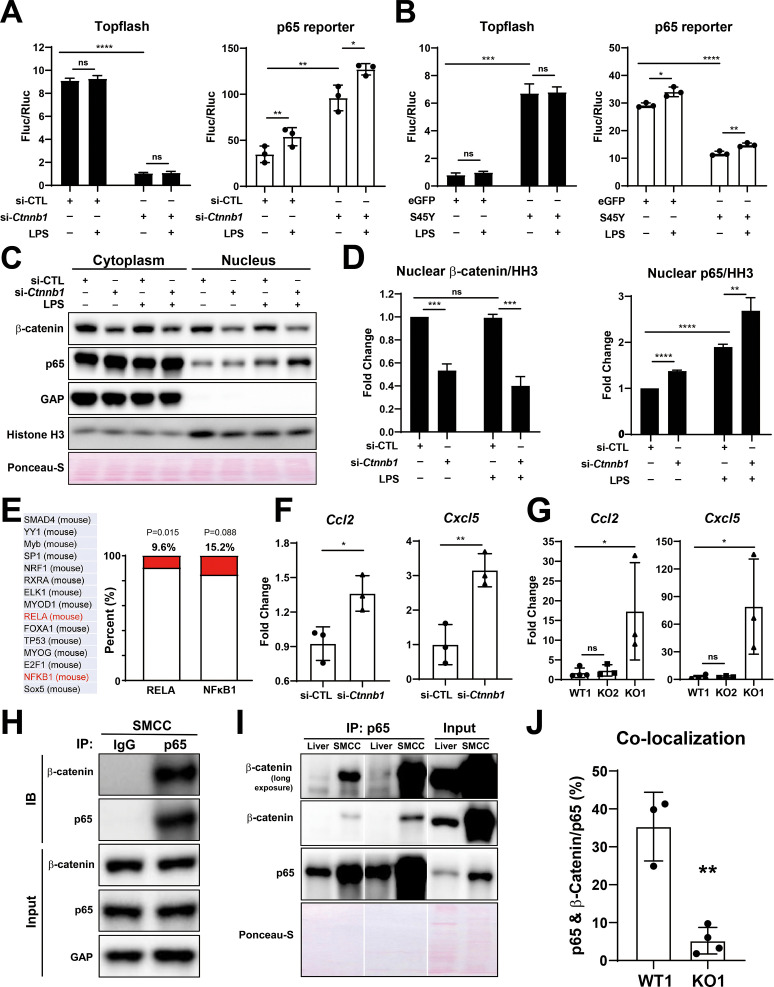
Modulation of β-catenin in biliary epithelial cells (BECs) perturbs its complex with p65 to impact NF-κB activity. (**A**) Luciferase reporter assay shows successful knockdown of *Ctnnb1* in small cholangiocyte cell (SMCC) line by TOPFlash assay (left), which stimulates p65 transcriptional activity with or without 100 ng/ml lipopolysaccharide (LPS) (right) (unpaired t-test, ns: no significance, *p<0.05, **p<0.01, ****p<0.0001, n = 3 biological replication). (**B**) Luciferase reporter assay shows expression of constitutively active S45Y-β-catenin enhances TOPFlash (left) and suppresses p65 transcriptional activity with or without 100 ng/ml LPS (right) (unpaired t-test, ns: no significance, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n = 3 biological replication). (**C**) Representative WB from two independent experiment shows knockdown of *Ctnnb1* increases p65 nuclear translocation with or without 500 ng/ml LPS. (**D**) Quantification of nuclear β-catenin (left) and nuclear p65 (right) to HH3 (blots in (**C**) were technically quantified three times and p-value was calculated using unpaired t-test, ns: no significance, **p<0.01, ***p<0.001, ****p<0.0001). (**E**) Identification of RELA and NFKB1 among the top 15 transcription factors identified by applying the 335 differentially expressed genes (DEGs) to JASPAR. (**F**) qPCR shows knockdown of *Ctnnb1* in SMCCs induces *Ccl2* (left) and *Cxcl5* (right) expression (unpaired t-test, ns: no significance, *p<0.05, **p<0.01, n = 3 biological replication). (**G**) qPCR shows *Ccl2* (left) and *Cxcl5* (right) are induced in KO1 after 6-month recovery of choline-deficient, ethionine-supplemented (CDE) diet (unpaired t-test, *p< 0.05, n = 3–4 biological replication). (**H**) Representative immunoprecipitation (IP) image from two independent experiment shows p65 is strongly associated with β-catenin in SMCC. (**I**) IP shows that p65 is associated with β-catenin in whole liver lysate (L: liver; S: SMCC; P: equal amount of liver and SMCC lysate). (**J**) Quantification of colocalization of p65 and β-catenin is significantly diminished in KO1 compared to WT1 (unpaired t-test, **p<0.01, n = 3–4 biological replication). Figure 7—source data 1.WB shows knockdown of *Ctnnb1* increases p65 nuclear translocation with or without 500 ng/ml lipopolysaccharide (LPS). Figure 7—source data 2.Immunoprecipitation (IP) image shows p65 is strongly associated with β-catenin in small cholangiocyte cell (SMCC). Figure 7—source data 3.Immunoprecipitation (IP) shows that p65 is associated with β-catenin in whole liver lysate.

**Figure 7—figure supplement 1.**
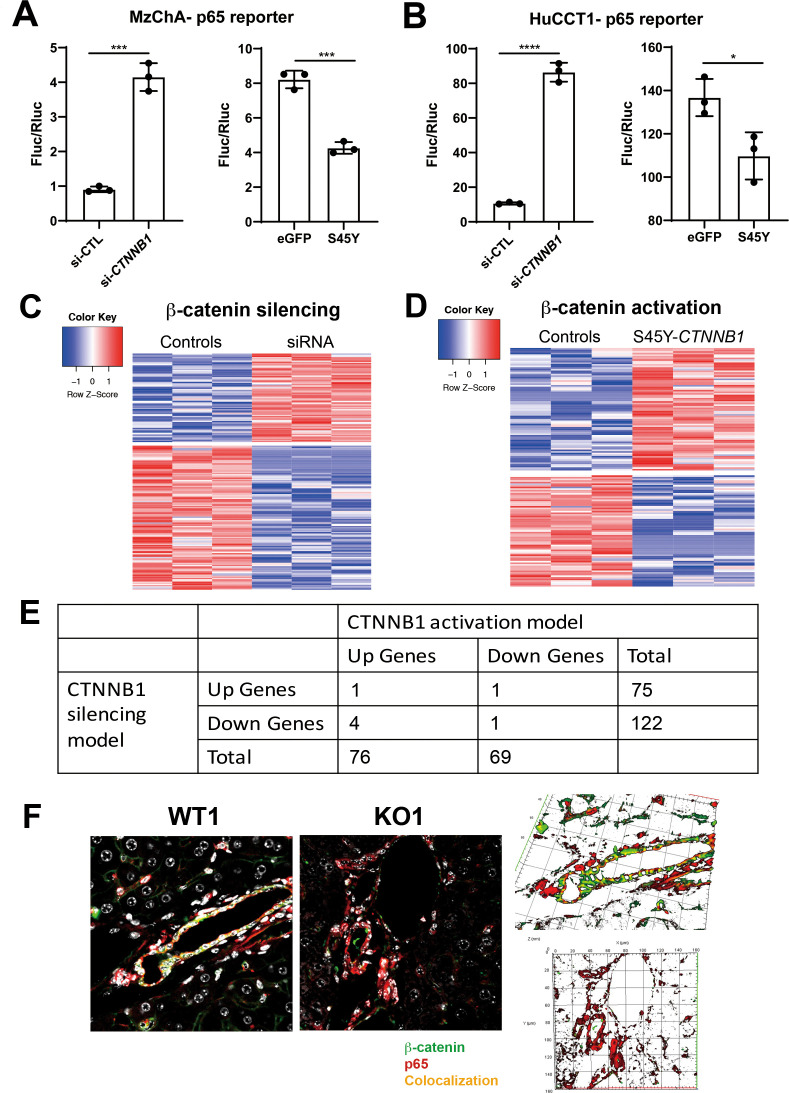
Modulation of β-catenin in cholangiocytes impacts NF-κB activity due to p65-β-catenin complex. (**A**) Reporter assay shows knockdown of *Ctnnb1* stimulates p65 transcriptional activity (left) while transfection of stable S45Y-β-catenin represses p65 reporter activity (right) in MzChA human cholangiocarcinoma cells (unpaired t-test, ***p<0.001). (**B**) Reporter assay shows knockdown of *Ctnnb1* stimulates p65 transcriptional activity (left) while expression of constitutively active S45Y-β-catenin suppresses p65 transcriptional activity (right) in HuCCT1 human cholangiocarcinoma cells (unpaired t-test, *p<0.05, **p<0.01, ****p<0.0001). (**C**) Heatmap of the differentially expressed genes in *Ctnnb1* loss of function in small cholangiocyte cell (SMCC). (**D**) Heatmap of the differentially expressed genes in *CTNNB1* gain of function in SMCC. (**E**) Very few common differentially expressed genes between *Ctnnb1* loss- and gain-of-function models were identified, although altogether 335 genes were altered. These genes were assessed for transcription factor (TF) binding profiles by JASPAR (presented in Figure 7E). (**F**) Representative confocal images showing the expression of p65 (red), β-catenin (green), and DAPI (white) in WT1 and KO1 livers (left). To visualize colocalization for p65 (red) and β-catenin (green), 3D images were reconstructed using Zen blue 2012 software (right). The reconstruction was performed with nine confocal z-stacks with 0.8 µm increments, and yellow region indicates colocalization of p65 (red) and β-catenin (green) in the projection on the X, Y, and Z planes.

To address how β-catenin regulates NF-κB activity, SMCCs transfected with control- or Ctnnb1-siRNA were cultured with or without LPS, and subjected to cell fractionation to isolate nuclear- and cytoplasmic-enriched fractions. By WB, at baseline, notably higher levels of both p65 and β-catenin were evident in the cytoplasmic and not nuclear fraction. Upon β-catenin silencing, significantly higher levels of p65 were found in the nuclear compartment versus the controls, both without LPS, but more so following LPS treatment (Figure 7C and D).

Next, we modulated β-catenin activity in SMCCs to determine changes in global gene expression. Bulk RNA-seq was performed on β-catenin-silenced or control SMCCs, and on SMCCs transfected with S45Y-β-catenin or eGFP. 

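RNA from immortalized mouse small cholangiocyte cells (SMCCs) was sequenced as 12 libraries, with 3 libraries for each of 4 transfections. β-catenin was silenced with an siRNA against Ctnnb1 (si-Ctnnb1), next to a control siRNA (si-CTL). It was activated with a plasmid for the stable S45Y mutant (S45Y), next to an eGFP plasmid (eGFP). The sample labels give 24 hr of transfection for the siRNAs and 48 hr for the plasmids. The authors filtered the reads of each library, aligned them to mm10 and counted them per gene symbol with HTSeq, and the values used here are those counts without normalization. The table lists 24421 genes, of which 10047 (41.1%) had no count in any library. Total counts per library ranged from 221767 to 326686 in si-CTL (median 296126) and from 295677 to 313074 in si-Ctnnb1 (median 311991). They ranged from 113481 to 122304 in eGFP (median 118315) and from 91468 to 117419 in S45Y (median 95812). Between 1510 and 3846 genes per library had at least 10 counts. Rn45s, the precursor of ribosomal RNA, took 4.31% ± 1.03 of the counts in si-CTL, 2.15% ± 0.463 in si-Ctnnb1, 12.6% ± 2.69 in eGFP and 12.9% ± 2.47 in S45Y (SD, n = 3 each). A count of 0 allows up to 3 counts in a library, which covers counting error only. Each treated group was compared with its own control on 6 libraries. Libraries were scaled by edgeR's TMM method, genes with few counts were removed by its filterByExpr function, and the remaining genes were tested with its quasi-likelihood test. That left 3484 genes for silencing and 1819 genes for activation. The biological coefficient of variation was 15.6% for silencing and 18.8% for activation.

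**Figure D1:**
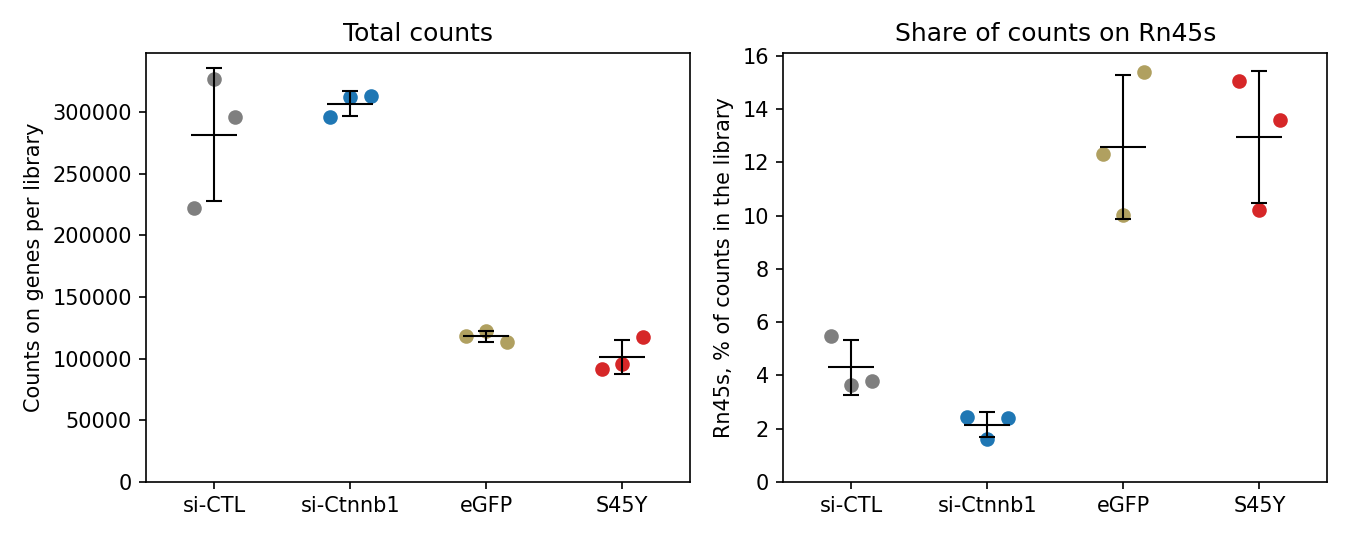
Counts on genes per library (left) and the percent of them on Rn45s (right) for the 4 groups; points are libraries, and black bars are the mean and SD (n = 3). The plasmid libraries hold 91468 to 122304 counts and the siRNA libraries 221767 to 326686.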

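Ctnnb1, the β-catenin gene, lies on chromosome 9 of mm10 from 120929216 to 120960507. Its exons overlap those of Ulk4 on the opposite strand by 759 bases, and the paper's text does not state whether the counting used the strand. In the si-CTL libraries it had 13, 38 and 28 counts, and in the si-Ctnnb1 libraries 0, 11 and 3 counts. Scaled by TMM to the library size (CPM), this was 96.7 ± 30.2 in si-CTL and 16.3 ± 19.8 in si-Ctnnb1 (SD, n = 3 each). The log2 fold change was -2.54 (standard error 0.55, adjusted p = 0.00491 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every si-Ctnnb1 library was lower than every si-CTL library (two-sided exact permutation test on log2 CPM, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change stayed between -4.08 and -1.98 with each library left out in turn. The adjusted p from edgeR was 0.101 without si-CTL replicate 2 and 0.0750 without si-Ctnnb1 replicate 3. In the S45Y libraries Ctnnb1 had 11, 4 and 18 counts, against 6, 11 and 10 in eGFP, a log2 fold change of 0.51 (standard error 0.55, adjusted p = 0.989 from edgeR). It ranged from 0.09 without S45Y replicate 3 to 0.88 without S45Y replicate 2. Transcripts of the plasmid need not be counted on the mouse gene. Of a list of 24 Wnt target genes written by hand, 2 had enough counts to be tested in silencing, Ccnd1 and Myc, and 13 had no count in any library. Their median log2 fold change was -0.27 (two-sided camera test with a preset correlation of 0.01, p = 0.388; exact permutation of the libraries by camera p, p = 0.3). Without si-CTL replicate 1, where 3 genes of the list could be tested, the camera p fell below 0.05. With all libraries and adjustment over the list alone, 1 of the 2 genes passed an adjusted p of 0.05, Ccnd1, and over all genes tested 0 did. The unadjusted p of Ccnd1 was 0.0225 in edgeR and 0.0745 in DESeq2's Wald test. In edgeR it was also above 0.05 without si-CTL replicate 1 (0.138), si-Ctnnb1 replicate 1 (0.0759) or si-Ctnnb1 replicate 2 (0.146). Ccnd1 overlaps a gene on the opposite strand by 1100 bases.

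**Figure D2:**
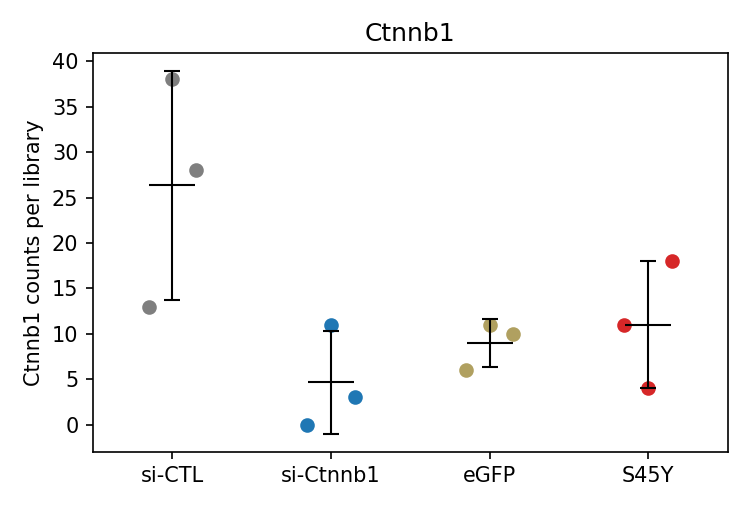
Ctnnb1 counts per library, without normalization, for the 4 groups; points are libraries, and black bars are the mean and SD (n = 3). The si-CTL libraries hold 13 to 38 counts and the si-Ctnnb1 libraries 0 to 11.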

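A gene was counted as differentially expressed when its unadjusted p was at or below 0.05 and its log2 fold change was at least 1.5 in size in edgeR. Across silencing and activation, 28 genes met both conditions in at least 1 of the comparisons. With the same p and a 1.5-fold change in place of that log2 fold change, edgeR gave 324 genes. DESeq2, the package that the paper's methods name, gave 335 genes at the 1.5-fold change.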

Using a cutoff p-value ≤ 0.05 and abs(log2FC) ≥ 1.5, we found 335 β-catenin-regulated genes in BECs. Specifically, β-catenin-silenced SMCCs showed 75 upregulated and 122 downregulated, and β-catenin-active SMCCs showed 76 upregulated and 69 downregulated genes (Figure 7—figure supplement 1C–E). 

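In edgeR, silencing gave 24 genes past both conditions, 6 of them higher and 18 lower in si-Ctnnb1 than in si-CTL. Activation gave 4 genes, 3 higher and 1 lower in S45Y than in eGFP. The filter on low counts moved these numbers most, and without it 262 genes passed in silencing and 237 in activation. On the unadjusted p alone, 436 genes (12.5% of those tested) passed in silencing and 107 (5.88%) in activation. After Benjamini-Hochberg adjustment, 54 genes had an adjusted p below 0.05 in silencing, 28 higher and 26 lower, and 0 genes did in activation. Rn45s, the precursor of ribosomal RNA, was among the lower ones (log2 fold change -0.995, adjusted p = 1.6e-08 from edgeR). Every si-Ctnnb1 library had less of it than every si-CTL library, which may reflect the libraries and not a response to silencing. Among the genes past the adjusted p in silencing, Cryz rose most, from 60.7 ± 26.1 to 153 ± 4.58 CPM (SD, n = 3 each; log2 fold change 1.38, standard error 0.33, adjusted p = 0.0134 from edgeR). Cryz lies on chromosome 3 of mm10 from 154596711 to 154623182 and overlaps Tyw3 on the opposite strand by 252 bases. Ptdss1 on chromosome 13 (66932830 to 66998401) rose by 1.06 on the log2 scale (adjusted p = 0.00489 from edgeR), and Cox15 on chromosome 19 (43733254 to 43753000) by 1.05 (adjusted p = 0.0421 from edgeR). Both overlap genes on the opposite strand, by up to 229 and 444 bases. Next to Ctnnb1, the genes that fell most were Ubr4 and Ep300. Ubr4 on chromosome 4 (139352609 to 139489588) fell by 1.98 on the log2 scale (standard error 0.43), from 118 ± 36.1 to 29.6 ± 19.2 CPM (SD, n = 3 each). Ep300 on chromosome 15 (81585351 to 81652077) fell by 1.70 (standard error 0.46, adjusted p = 0.0483 from edgeR). The adjusted p of Cox15 was above 0.05 under 9 of 13 alternatives and that of Ep300 under 7 of the 11 that gave one. That of Cryz was above 0.05 under 3 of 12 (up to 0.138), that of Ubr4 under 2 of 11 (up to 0.115) and that of Ptdss1 under 1 of 13. In activation, Appl2 on chromosome 10 (83600033 to 83648738) had the smallest p among the higher genes, with 77.9 ± 16.8 CPM in eGFP and 244 ± 32.5 in S45Y (SD, n = 3 each; log2 fold change 1.63, adjusted p = 0.469 from edgeR). Slx1b on chromosome 7 (126689468 to 126695784) was the only lower gene past both conditions, with a log2 fold change of -1.91 (adjusted p = 0.470 from edgeR). It overlaps Bola2 on the opposite strand by 360 bases.

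**Figure D3:**
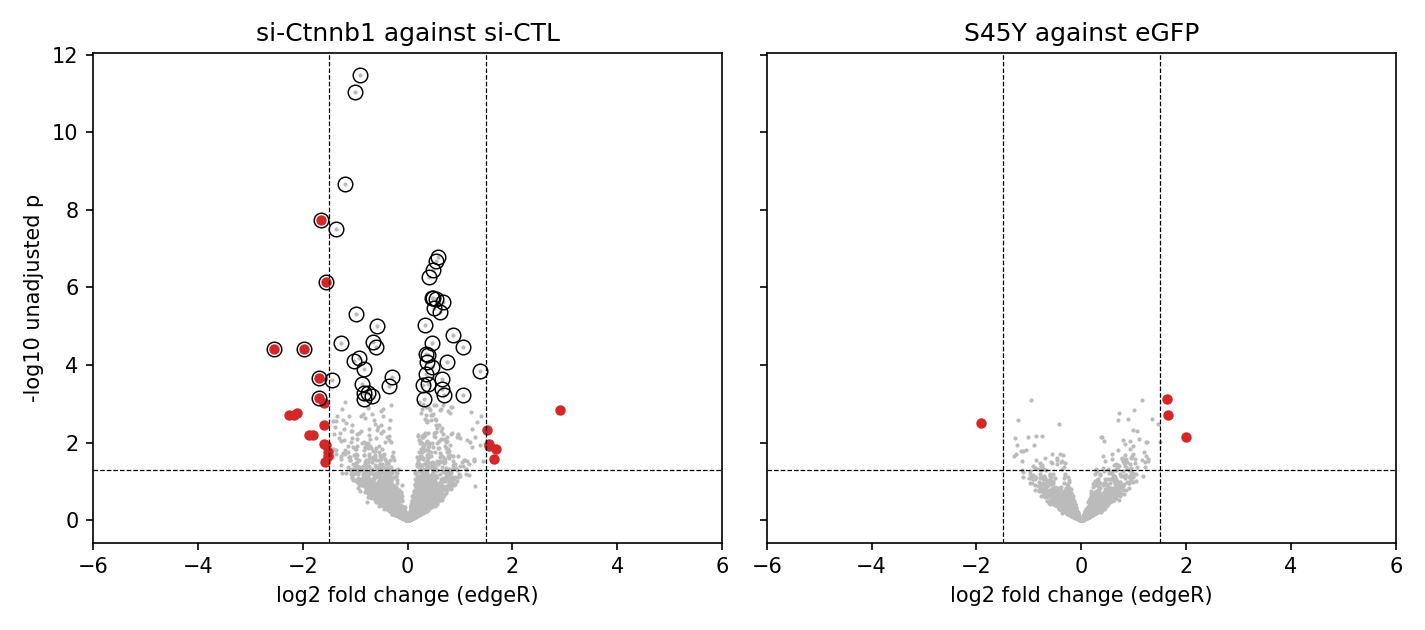
Log2 fold change against -log10 of the unadjusted p from edgeR for the 3484 genes of silencing (left) and the 1819 genes of activation (right); dashed lines mark a p of 0.05 and log2 fold changes of -1.5 and 1.5. Red points are the 24 and 4 genes past both conditions, and black rings are the 54 genes with an adjusted p below 0.05, all in silencing.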

While there was a minimal overlap (Figure 7—figure supplement 1E), JASPAR was queried to identify transcription factor (TF) binding profiles in the 335 differentially expressed genes (DEGs). 

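Of the 1804 genes tested in both comparisons with edgeR, 0 passed the cutoff in both, where independent calls would give 0.0111 genes (two-sided Fisher's exact test, p = 1). At a 1.5-fold change and an unadjusted p of 0.05 in edgeR, 324 genes passed in at least 1 comparison and 8 in both, against 5.36 by chance (odds ratio 1.58, two-sided Fisher's exact test, p = 0.247). Of these 8 genes, 6 changed in opposite directions, 5 of them lower after silencing and higher after activation, and 2 were higher in both.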

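The JASPAR query was not run here, and the expression of 2 lists of NF-κB genes was measured in its place. The first list holds the 84 genes of the NF-κB pathway array in Figure 6—figure supplement 1, without its reference genes. All 84 are in the table, but 16 had no count in any library and 66 reached 10 counts in none. In silencing 8 of them could be tested. Their median log2 fold change was -0.04 (two-sided camera test, p = 0.616; exact permutation of the libraries, p = 0.6). The sign of that median changed without si-CTL replicate 1 (10 genes tested) and without si-Ctnnb1 replicate 2 (12 genes tested). Adjusted over the list alone, 2 of these genes had an adjusted p below 0.05 in silencing, Bcl2l1 (log2 fold change 1.32) and Crebbp (-1.13). Over all genes tested their adjusted p was 0.0951 and 0.204 from edgeR. The number of list genes that passed over the list alone was 1 without si-CTL replicate 1 or si-Ctnnb1 replicate 2. It was 0 without si-CTL replicate 2, si-CTL replicate 3, si-Ctnnb1 replicate 1 or si-Ctnnb1 replicate 3. In activation 4 could be tested. Their median log2 fold change was 0.33 (two-sided camera test, p = 0.165; exact permutation of the libraries, p = 0.1). That median was 1.03 without S45Y replicate 3 and 0.32 without eGFP replicate 3, each over 7 tested genes. The camera p fell below 0.05 in both cases. With all libraries, Bcl2l1 was again the gene that passed adjustment over the list alone in activation (log2 fold change 2.00, adjusted p = 0.604 over all genes tested in edgeR). With each library left out in turn, its log2 fold change ranged from 1.40 to 3.51. It then passed over the list only without eGFP replicate 3. The second list holds 41 NF-κB target genes written by hand, 19 of which are also in the first. In silencing 5 of the 41 could be tested. The median log2 fold change of these genes was 0.15 (two-sided camera test, p = 0.123; exact permutation of the libraries, p = 0.3). That median was -0.08 without si-CTL replicate 3, over 6 tested genes. In activation 1 of the 41 could be tested, Tnip1, so no set test was made. Neither fry nor camera with an estimated correlation gave a p below 0.05 for these lists. The transcripts of Rela and Nfkb1 themselves had few counts, with 6 and 10 counts in all si-CTL libraries together and 9 and 16 in all si-Ctnnb1 libraries.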

RELA (p65) was identified among the top TFs (ranking by p-value), with 9.6% of DEGs showing known RELA regulation (32/335, p=0.015) and 15.2% (51/335, p=0.088) showing NF-κB binding sites (Figure 7E). Interestingly, from RNA-seq and by qPCR, we found modest but significant increase in CCL2, and a more pronounced and significant increase in CXCL5 expression, in the β-catenin-silenced SMCCs (Figure 7F). 

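Cxcl5 lies on chromosome 5 of mm10 from 90759360 to 90761624. It had 2, 7 and 4 counts in the si-CTL libraries and 13, 12 and 16 in the si-Ctnnb1 libraries. Scaled by TMM, this was 15.8 ± 6.60 CPM in si-CTL and 48.5 ± 7.07 in si-Ctnnb1 (SD, n = 3 each). The log2 fold change was 1.54 (standard error 0.59, adjusted p = 0.206 from edgeR over all genes tested). The unadjusted p was 0.0125 in the quasi-likelihood test and 0.1 in the two-sided exact permutation test, the smallest it can give, and Cxcl5 was among the 6 higher genes at the edgeR cutoff on unadjusted p and log2 fold change. With each library left out in turn, its log2 fold change ranged from 1.35 to 1.93. It was below 1.5 without si-CTL replicate 1 (1.35), si-CTL replicate 3 (1.46) or si-Ctnnb1 replicate 3 (1.44). Without si-Ctnnb1 replicate 3 its unadjusted p in the quasi-likelihood test was above 0.05. In activation Cxcl5 had 5, 3 and 0 counts in eGFP and 2, 6 and 5 in S45Y (two-sided exact permutation test, p = 0.3). Ccl2 lies on chromosome 11 of mm10 from 82035571 to 82037453. It had 0 counts in each si-CTL library and 1, 2 and 2 counts in the si-Ctnnb1 libraries. Both groups are at or under the floor of 3 counts, so no fold change is given, and an increase in Ccl2 could not be measured from these counts. The difference was 5.88 CPM, and its unadjusted p was 0.222 in DESeq2's Wald test and 0.1 in the exact permutation test. In activation Ccl2 had 4, 8 and 0 counts in eGFP and 0 in each S45Y library (two-sided exact permutation test, p = 0.4). From its RNA-seq and qPCR data, the paper states that both chemokines rose significantly upon β-catenin silencing, Cxcl5 more than Ccl2 (Figure 7F).

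**Figure D4:**
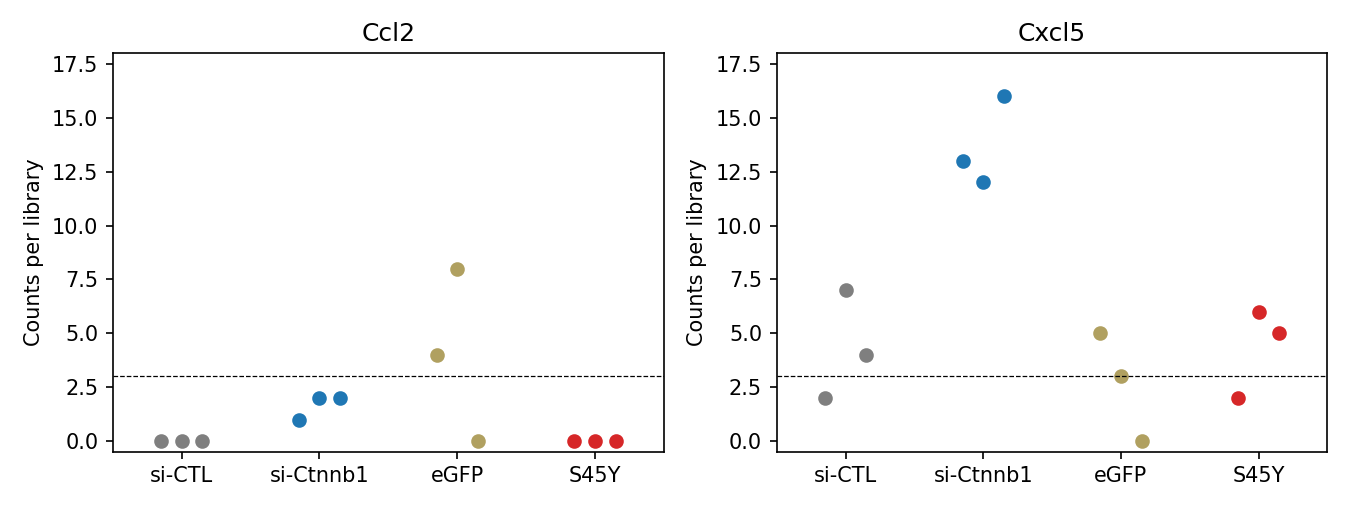
Counts per library of Ccl2 (left) and Cxcl5 (right), without normalization, for the 4 groups; points are libraries, and the dashed line marks the floor of 3 counts. Cxcl5 has 2 to 7 counts in si-CTL and 12 to 16 in si-Ctnnb1, and Ccl2 has at most 2 counts in any siRNA library.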

After 6-month recovery from CDE diet, a significant induction in CCL2 and CXCL5 expression was noted in KO1 but not in WT1 and KO2 (Figure 7G).

Next, we investigated if β-catenin interacts with p65 in BECs. Whole-cell lysates from SMCCs and normal mouse liver were used to pull down p65. We identified robust β-catenin association with p65 in SMCCs (Figure 7H1). A fainter but positive β-catenin-p65 association was evident in whole livers, likely due to low BEC representation in protein lysates from whole livers (Figure 7I). To further verify presence of β-catenin-p65 complex in BECs in vivo, we examined β-catenin and p65 localization using confocal microscopy. In WT1 liver at baseline, a notable colocalization of p65 and β-catenin was evident in the cytoplasm of BECs, which was expectedly absent in KO1 (Figure 7—figure supplement 1F). Quantification of colocalization using ImageJ showed that about 35% of p65 is associated with β-catenin, which was significantly greater than KO1 (Figure 7J).

Altogether, biochemical and IF studies identify a heretofore undescribed β-catenin-p65 complex in the cytoplasm of BECs. Further, β-catenin seems to prevent p65 nuclear translocation and NF-κB activation, and may be important in shutting off NF-κB activation when its signaling is no longer required. Absence of β-catenin in BECs enhances nuclear translocation of p65 at baseline, and more so in the presence of known positive regulators of NF-κB signaling such as LPS, and contributes to enhanced expression of genes involved in proliferation, inflammation, and fibrosis (Kim et al., 2015a; Luedde and Schwabe, 2011).

### Nuclear P65 in pathological DR in subset of clinical cases divulges heretofore unidentified interactions of β-catenin, P65, and CFTR

Since persistent DR observed in KO1 at 3 months and 6 months after recovery from CDE injury showed unique morphology consisting of numerous small luminal structures lined by a single layer of PanCK-positive cells, we decided to interrogate livers from clinical cases exhibiting DR including alcoholic hepatitis (AH), polycystic liver disease (PLD), and CF. As seen by panCK IF, AH cases displayed DR with variable morphology including areas of luminal small DR (shown in representative case), whereas PLD showed large cysts lined by flattened BECs (Figure 8A). DR in CF was more homogeneous and appeared uniformly reminiscent of what we observed in 3-month and 6-month recovery times in KO1 (Figures 4D and 8A). Intriguingly, strongest and significant nuclear p65 was consistently observed in DR seen in CF cases followed by PLD with only a very small subset of cells in DR showing nuclear p65 in AH (Figure 8B). While β-catenin seem to be unaltered by IF staining in all three pathologies (Figure 8A), we observed a decrease in total β-catenin in a single CF case from whom two independent frozen liver samples were available (Figure 8C).

**Figure 8.**
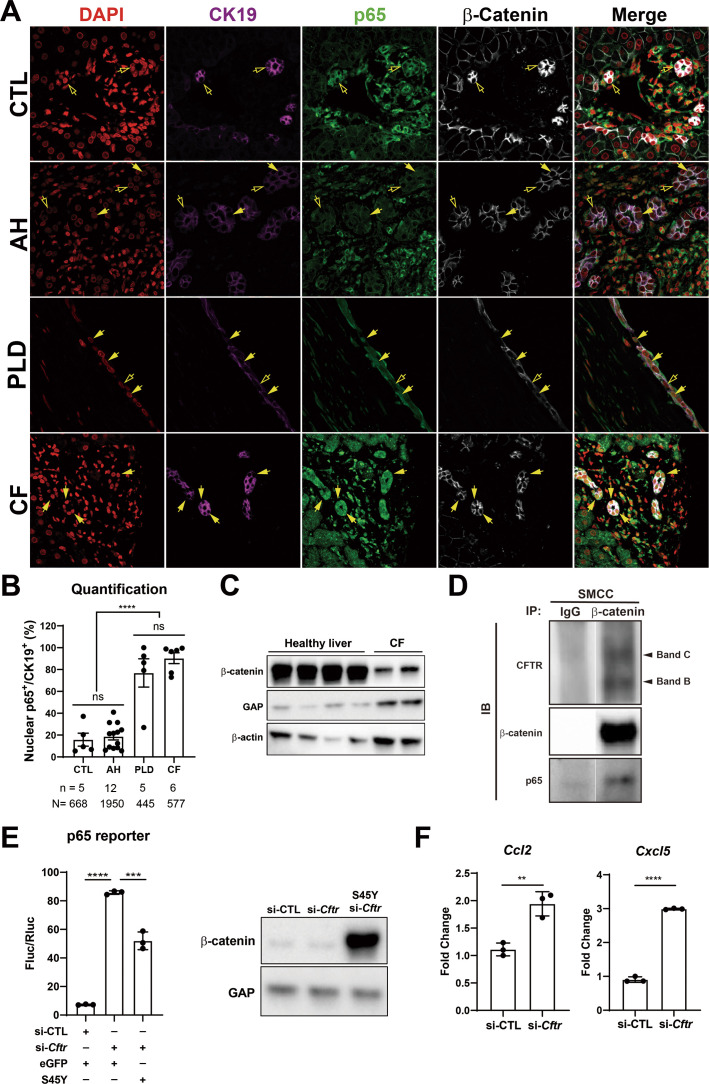
Nuclear p65 is highly present in the ductular cells of cystic type liver disease. (**A**) Representative immunofluorescence (IF) images of liver sections from patients with healthy liver (CTL), alcoholic hepatitis (AH), polycystic liver disease (PLD), and cystic fibrosis (CF) (200×). (**B**) Quantification of the percentage of nuclear p65+ CK19+ cells among CK19+ biliary epithelial cells (BECs) from CTL (668 cells from 5 patients), AH (1950 cells from 12 patients), PF (445 cells from 5 patients), and CF (577 cells from 6 patients) (one-way ANOVA, ****p<0.0001). (**C**) WB shows β-catenin is decreased in two liver samples from one CF patient as compared to four healthy liver controls. (**D**) Immunoprecipitation (IP) studies show cystic fibrosis transmembranous conductance regulator (CFTR) (C-band and B-band) and p65 to be pulled down with β-catenin and not with IgG control in small cholangiocyte cell (SMCC). Images are from the same gel with same exposure time. (**E**) Luciferase reporter assay shows knockdown of CFTR in SMCC line strongly induces p65 transcriptional activity. Overexpression of stable S45Y-β-catenin partially rescues p65 activity (unpaired t-test, ***p<0.001, ****p<0.0001, n = 3 biological replication). Representative WB shows β-catenin levels after si-*Cftr* or after simultaneous S45Y-β-catenin expression as compared to si-control (si-CTL). (**F**) qPCR shows knockdown of CFTR induces *Ccl2* and *Cxcl5* expression in SMCC (unpaired t-test, **p<0.01, ***p<0.001, n = 3 biological replication). Figure 8—source data 1.WB shows β-catenin is decreased in two liver samples from one cystic fibrosis (CF) patient as compared to four healthy liver controls. Figure 8—source data 2.Immunoprecipitation (IP) studies show cystic fibrosis transmembranous conductance regulator (CFTR) (C-band and B-band) and p65 to be pulled down with β-catenin and not with IgG control in small cholangiocyte cell (SMCC). Figure 8—source data 3.WB shows β-catenin levels after si-*Cftr* or after simultaneous S45Y-β-catenin expression as compared to si-control (si-CTL).

**Figure 8—figure supplement 1.**
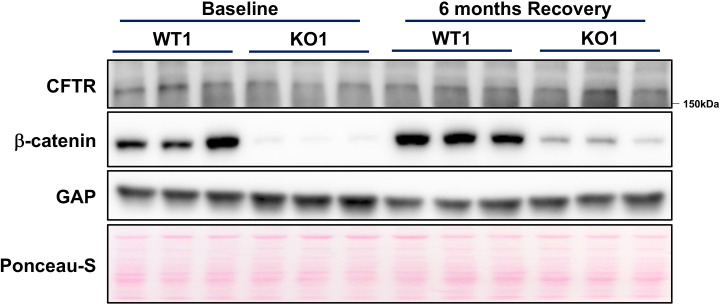
Total cystic fibrosis transmembranous conductance regulator (CFTR) levels are unaffected by loss of β-catenin in KO1 livers at baseline and during recovery from choline-deficient, ethionine-supplemented (CDE) injury. WB using whole cell lysates from the WT1 and KO1 livers at baseline and at 6-month recovery time point from a 2-week CDE diet-induced injury show continued absence of β-catenin in KO1 (remnant band likely represents presence of immune cells in the whole liver), while CFTR (expressed only in biliary epithelial cells [BECs]) shows no change in total protein levels. Figure 8—figure supplement 1—source data 1.Lack of changes in CFTR protein in whole liver lysates from KO1 livers.

CF cases typically have varying loss-of-function (LOF) mutations in *CFTR* gene. Since β-catenin-p65 interactions were observed in SMCCs, we next assessed if CFTR is interacting with this complex. We observed concomitant pulldown of both B-band (faster migrating core glycosylated immature form) as well as slowly migrating C-band (complex glycosylated form) (Chang, 2008), along with p65, when we immunoprecipitated β-catenin in SMCCs (Figure 8D). To mimic LOF of CFTR seen in CF, we next silenced *Cftr* in SMCCs. Knockdown of *Cftr* led to a pronounced increase in p65 reporter activity (Figure 8E). Likewise, the expression of NF-κB target chemokines *Ccl2* and *Cxcl5* was significantly induced upon *Cftr* knockdown (Figure 8F). To query impact of β-catenin modulation, we next coexpressed stable-β-catenin (S45Y-mutant) in control and *Cftr-*siRNA-transfected SMCCs. Stabilization of β-catenin significantly decreased CFTR knockdown-induced p65 activation (Figure 8E).

To query if β-catenin loss in BECs had any impact on CFTR levels, we examined total levels of CFTR in KO1 and WT1 at baseline and at 6 months of recovery from CDE diet. We did not observe any differences in the levels of total CFTR protein, suggesting that CFTR may be an upstream effector of β-catenin while β-catenin does not regulate CFTR levels in BECs (Figure 8—figure supplement 1).

Thus, we identify important interactions between β-catenin, p65, and CFTR in BECs, and LOF of CFTR leads to destabilization of β-catenin, which in turn allows p65/NF-κB activation more readily in response to the available cues including the presence of cytokines. Also, β-catenin stabilization in BECs could tamper such enhanced p65 activation and may have potential therapeutic benefit in controlling unchecked NF-κB activation, inflammation, and fibrosis in reactive ductular cells.

## Discussion

DR is a common hallmark of many chronic liver pathologies, although its morphology is heterogeneous ranging from isolated invasive ductular cells, luminal phenotype, and sometimes purely cystic (Sato et al., 2019; Wilson and Rudnick, 2019; Nejak-Bowen, 2020). The significance of DR remains controversial and has been associated with both repair and disease progression (Sato et al., 2019; Kamimoto et al., 2020). Its role as a source of de novo hepatocytes through the process of transdifferentiation is indisputable in preclinical models shown by many fate-tracing studies (Russell, 2019; Wei-Yu et al., 2015; Nejak-Bowen, 2020; Raven, 2017). At the same time, DR can induce fibrosis by secreting pro-inflammatory and pro-fibrogenic factors to contribute to the disease process (Lowes et al., 1999; Richardson, 2007; Zhao et al., 2018; Kim et al., 2015a; Aguilar-Bravo, 2019). What drives the pro-inflammatory and pro-fibrogenic phenotype of these reactive BECs and what reverts these cells back to normal is poorly understood.

Previously, we and others have described β-catenin-p65 complex in hepatocytes, breast and colon cancer cells, which could inhibit NF-κB activation (Nejak-Bowen et al., 2013; Deng, 2002). Indeed, being a ‘sticky’ protein, β-catenin interacts with many proteins in a cell to modulate their activities (Russell and Monga, 2017). The exact biological significance of β-catenin-p65 interaction is not well understood and likely context dependent. We identify the existence of this complex in normal BECs. We show β-catenin-p65 complex to be present in the cytoplasm in the BECs to prevent nuclear translocation and activation of p65 and in turn keep NF-κB activity in check. While knockdown of β-catenin in BECs in vitro led to some baseline nuclear translocation, it allowed more profound nuclear translocation and activation of p65 in the presence of LPS, a well-known NF-κB activator. Conversely, β-catenin stabilization in BECs dampened NF-κB activation basally or in the presence of LPS. β-Catenin activation is observed in BECs within the DR during chronic liver injuries (Apte et al., 2008; Hu, 2007; Okabe, 2016). However, unlike in hepatocytes, β-catenin activation in BECs does not play a role in their proliferation (Russell, 2019; Okabe, 2016). Our current study shows that β-catenin stabilization in BECs may in fact be ‘mopping’ up p65 to dampen and eventually shutoff NF-κB activation, reverting BECs to their quiescence. NF-κB activation has been shown to be important in BEC proliferation and DR by regulating Jagged/Notch signaling (Kim et al., 2015a). And NF-κB in BECs has been suggested to play a role in inducing pro-inflammatory and pro-fibrogenic milieu as well through regulating expression of many of its target genes including *Ccl2* and *Cxcl5* (O’Hara et al., 2013). In summary, absence of β-catenin in BECs as seen in KO1 prevents β-catenin-p65 complex formation, leading to sustained NF-κB activation after injury, whereas this complex reforms in KO2 especially due to known β-catenin increase in BECs after injury, thus preventing chronic NF-κB activation. Molecular underpinnings of β-catenin stabilization in BECs especially during cholestatic liver injuries remain under investigation, although portal fibroblasts, macrophages, hepatocytes, and BECs have all been shown to secrete ligands like Wnt7a, Wnt7b, Wnt10a, and Wnt5a (Hu, 2007; Okabe, 2016; Wilson, 2020).

Another intriguing observation was the distinct morphology of DR evident in the recovery phase from the CDE injury in β-catenin-deficient livers, which was reminiscent of the histology of the CF cases (Sakiani et al., 2019). Surprisingly, very few BECs in AH showed nuclear p65, while PLD cases showed variable but increased nuclear p65 in cells lining the cysts. However, DR in CF cases exhibited strongest and consistent nuclear p65. This led us to investigate interactions between β-catenin-p65 and CFTR, whose gene is mutated in CF. CFTR protein is present in BECs only in the liver (Cohn et al., 1993). We observed a pulldown of CFTR (B-band and C-band) with β-catenin in a BEC line. To mimic LOF, which is the common end result of *CFTR* mutations in CF patients, we silenced *CFTR* in SMCC line, which led to a profound p65 activation that was decreased upon β-catenin stabilization. This suggests an important tripartite regulatory interaction between these proteins. Interestingly, in human lung epithelial cells, a proteomic screen identified interaction of β-catenin with WT CFTR but not with ∆F508 CFTR, a major site of LOF mutation in the *CFTR* (Pankow, 2015). Additionally, in mouse intestine, CFTR was shown to stabilize β-catenin and prevent its degradation (Liu et al., 2016). The same study showed that ∆F508 CFTR is unable to interact with β-catenin, leading to β-catenin degradation and eventually resulting in activation of NF-κB-mediated inflammatory cascade. Our results show an existence of a tripartite interaction between β-catenin, p65, and CFTR in cholangiocytes. LOF of CFTR or its reduced levels led to decrease in β-catenin protein in BECs both in vitro (SMCC) and in vivo (CF patient liver lysate), leading to nuclear translocation of p65, NF-κB activation, and increased expression of its pro-inflammatory chemokine targets. Absence of β-catenin in BECs however did not alter CFTR levels, suggesting CFTR to upstream effector of β-catenin while not being dependent on β-catenin for its own stability. We believe that the classical pathology of liver disease in CF including periductal inflammation, DR, periportal fibrosis, and focal biliary cirrhosis may be explained by our observations, in addition to previously described mechanisms such as Rous sarcoma oncogene cellular homolog (Src)-dependent Toll-like receptor-4 activation (Fiorotto, 2016). Since β-catenin activation in BECs inhibited NF-κB activation occurring due to CFTR silencing, this strategy may have therapeutic implications in controlling CF disease progression in the liver and elsewhere and future studies will directly address this novelty. NF-κB activation has been shown to be important in BEC proliferation and DR by regulating Jagged/Notch signaling (Kim et al., 2015a). The same study showed NF-κB activation to be regulated by cysteine-rich protein 61 (CYR61), whose knockdown reduced DR. Incidentally, *CFTR* was also significantly reduced in that study and might have been a mechanism of DR through disruption of CTFR-p65-β-catenin interactions. The mechanism of NF-κB activation and whether these tripartite interactions are playing any role in other pathologies such as PLD or subset of AH cases requires further investigation.

There is very little understanding of the process of resolution of DR along with its associated fibrosis, although these are strongly linked to inflammation (Ko et al., 2019). Our study provides novel insight into not only the molecular underpinnings of a reactive cholangiocyte, but also sheds light on how BECs regulate the immune microenvironment. Levels of Timp1 correlate with fibrosis, and several groups have investigated the use of TIMP1 levels as a biomarker for fibrosis in hepatitis C patients (Leroy, 2004; Boeker et al., 2002). Mice with overexpression of TIMP1 developed dramatically more fibrosis after CCl_4_ treatment (Yoshiji, 2000), and TIMP1 transgenic mice showed impaired fibrosis resolution after cessation of CCl_4_ (Yoshiji, 2002). Our data is consistent since expression of *Timp1* was associated with fibrosis, and levels of *Timp1* normalized upon resolution of fibrosis.

## Materials and methods

### Animals

All animals are housed in temperature and light-controlled facilities and are maintained in accordance with the Guide for Care and Use of Laboratory Animals and the Animal Welfare Act. Generation of *Albumin-Cre;Ctnnb1^flox/flox^* mice and wild-type littermates has been described previously (Tan et al., 2006). Generation of *Ctnnb1^flox/flox^;Rosa-stop^flox/flox^-EYFP* reporter mice was also described previously (Russell, 2019). In brief, 23–25-day-old *Ctnnb1^flox/flox^;Rosa-stop^flox/flox^-EYFP* mice were injected intraperitoneally with 1 × 10^12^ genome copies (GCs) of adeno-associated virus serotype 8 encoding Cre recombinase under the hepatocyte-specific thyroid binding globulin promoter (AAV8-TBG-Cre; Addgene) followed by a 12-day washout period. The same protocol was utilized on *Ctnnb1^+/+^;Rosa-stop^flox/flox^-EYFP* mice to generate WT2 mice. When mice were 4–6 weeks old, choline-deficient diet (Envigo Teklad Diets) supplemented with 0.15% ethionine drinking water (Acros Organics, 146170100) was administered for 2 weeks. For recovery time points, animals were switched back to normal chow diet for up to 6 months. Serum biochemistry analysis was performed by automated methods at the University of Pittsburgh Medical Center clinical chemistry laboratory. All studies were performed according to the guidelines of the National Institutes of Health and the University of Pittsburgh Institutional Animal Use and Care Committee.

### Patient data

All patient tissue sections were provided by the Pittsburgh Liver Research Center’s (PLRC’s) Clinical Biospecimen Repository and Processing Core (CBPRC), supported by P30DK120531. Sections from 5 patients with healthy liver, 12 patients with DR from AH (n = 10) and/or NASH (n = 2), 5 patients with DR associated with PLD, and 6 patients with DR in CF cases were triple stained with CK19, p65, and β-catenin for further analysis. Patient information from these groups of cases is listed in Supplementary file 1. Two pieces of frozen livers from one CF patient (TP10-P531) were provided by Pitt Biospecimen Core and used for WB. Information on this case is also included in Supplementary file 1.

### Immunohistochemistry

The IHC protocols have been described previously (Russell, 2019). In brief, liver tissue was fixed in 10% buffered formalin for 48 hr prior to paraffin embedding. Blocks were cut into 4-µm sections, deparaffinized, and washed with PBS. For antigen retrieval, samples were microwaved for 12 min in pH 6 sodium citrate buffer (PanCK, CD45, p-Erk1/2, cleaved caspase 3) or Tris-EDTA buffer (p21), were pressure cooked for 20 min in pH 6 sodium citrate buffer (β-catenin), or were incubated with Proteinase K (Agilent Dako, S302030-2) for 10 min (F4/80). Samples were then placed in 3% H_2_O_2_ for 10 min to quench endogenous peroxide activity. After washing with PBS, slides were blocked with Super Block (ScyTek Laboratories, AAA500) for 10 min or 10% goat serum in PBS for 10 min (p21). The primary antibodies were incubated at the following concentrations in antibody diluent: PBS + 1% BSA (Fisher BioReagents, BP1605-100) with 0.1% Tween 20 (Fisher BioReagents, BP337-500): PanCK (Dako, Z0622, 1:200), cleaved caspase 3 (Cell Signaling, 9664, 1:100), p-Erk1/2 (Cell Signaling, 4370, 1:100), F4/80 (Bio-Rad, MCA497A488, 1:100) for 1 hr at room temperature or at 4°C overnight: β-catenin (Abcam, ab32572, 1:50) and p21 (Santa Cruz, sc-471, 1:25). Samples were washed with PBS three times and incubated with the appropriate biotinylated secondary antibody (Vector Laboratories) diluted 1:500 in antibody diluent for 30 min at room temperature. Samples were washed with PBS three times and sensitized with the Vectastain ABC kit (Vector Laboratories, PK-6101) for 30 min. Following three washes with PBS, color was developed with DAB Peroxidase Substrate Kit (Vector Laboratories, SK-4100), followed by quenching in distilled water for 5 min. Slides were counterstained with hematoxylin (Thermo Scientific, 7211), dehydrated to xylene, and coverslips applied with Cytoseal XYL (Thermo Scientific, 8312-4). For Sirius Red staining, samples were deparaffinized and incubated for 1 hr in Picro-Sirius Red Stain (American MasterTech, STPSRPT), washed twice in 0.5% acetic acid water, dehydrated to xylene, and coverslipped. Images were taken on a Zeiss Axioskop 40 inverted brightfield microscope.

### Immunofluorescence

Liver tissue was fixed in 10% buffered formalin overnight, cryopreserved with 30% sucrose in PBS overnight, frozen in OCT compound (Sakura, 4583), and stored at –80°C. OCT-embedded samples were cut into 5-µm sections, allowed to air-dry, and then washed in PBS. Antigen retrieval was performed through microwaving in pH 6 sodium citrate buffer. Slides were washed with PBS and permeabilized with 0.1% Triton X-100 in PBS for 20 min at room temperature. Samples were washed three times with PBS and then blocked with 2% donkey serum in 0.1% Tween 20 in PBS (antibody diluent) for 30 min at room temperature. Antibodies were diluted as follows: PanCK (Dako Z0622, 1:200), PCNA (Santa Cruz Biotechnology, sc-56, 1:1000), p65 (Santa Cruz Biotechnology, sc-372, 1:500), β-catenin (BD Biosciences, 610154, 1:500), CK-19 (DSHB, TROMA-III, 1:10) in antibody diluent, and incubated at 4°C overnight. Ly6G (clone: RB6-8C5) antibody was purchased from Thermo Fisher Scientific, Waltham, MA. Samples were washed three times in PBS and incubated with the proper fluorescent secondary antibody (AlexaFluor 488/555/647, Invitrogen) diluted 1:400 in antibody diluent for 2 hr at room temperature. The αSMA antibody is directly conjugated to Cy3 and requires no secondary antibody. Samples were washed three times with PBS and incubated with DAPI (Sigma, B2883) for 1 min. Samples were washed three times with PBS and mounted with fluoromount (SouthernBiotech) or ProLong Gold antifade reagent (Invitrogen, P10144). Images were taken on a Nikon Eclipse Ti epifluorescence microscope or a Zeiss LSM700 confocal microscope.

### Image quantification

To determine BEC proliferation, for each sample seven images at 200× magnification of periportal regions were taken, and in each image the number of PanCK+/PCNA+ cells was manually counted. For quantification of Sirius Red, PanCK, CD45 staining, staining intensity was measured in ImageJ for 3–5 images at 100× magnification per mice sample. Positive area to whole area ratio was calculated as percent-positive area using the NIH ImageJ software. To determine p65 nuclear-positive cholangiocytes, four images from each animal or patient at 200× magnification of DR regions were counted.

### RT-PCR

Whole liver was homogenized in TRIzol (Thermo Scientific, 15596026) and nucleic acid was isolated through phenol-chloroform extraction. Cellular DNA was digested with DNA-free Kit (Ambion, AM1906), and RNA was reverse-transcribed into cDNA using SuperScript III (Invitrogen, 18080-044). Real-time PCR was performed in technical triplicate on a StepOnePlus Real-Time PCR System (Applied Biosystems, 4376600) or on a Bio-Rad CFX96 Real-Time System using the Power SYBR Green PCR Master Mix (Applied Biosystems, 4367660). Target gene expression was normalized to the average of two housekeeping genes (*Gapdh* and *Rn18s*), and fold-change was calculated utilizing the ΔΔ-Ct method. For RT-PCR arrays, 2 μl of cDNA, 7.5 μl of Power SYBR Green PCR Master Mix, and 4.5 μl of nuclease-free water were premixed and added to each well of RT² Profiler PCR Array Mouse NFκB Signaling Pathway (Qiagen, PAMM-025Z) for target gene qPCR. RT-PCR arrays data were analyzed at GeneGlobe (https://geneglobe.qiagen.com/us/analyze/). The average of three housekeeping genes (*Rn18s, Actb,* and *Gapdh*) was used for normalization. Volcano plot and clustergram were generated by the data analysis web portal mentioned above.

### Immunoprecipitation and western blot

Whole liver tissue was homogenized in RIPA buffer premixed with fresh protease and phosphatase inhibitor cocktails. Cytoplasmic and nuclear extracts were prepared using the NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, 78835). The concentration of the protein was determined by the bicinchoninic acid assay. For IP, 1 mg of SMCC lysate was precleared with 40 μl of Protein A/G PLUS-Agarose (Santa Cruz Biotechnology, sc-2003) for 2 hr at 4°C. After centrifugation (3000 rpm, 1 min), the supernatant was incubated with 2 μg of p65 antibody (Santa Cruz Biotechnology, sc-8008, 1:100), 2 μg of β-catenin antibody (BD Biosciences, 610154, 1:100), or control IgG overnight at 4°C. The next day, samples were incubated with 40 μl of Protein A/G PLUS-Agarose for 1 hr at 4°C. The pellet was collected, washed with RIPA buffer for three times, resuspended in 10 μl of loading buffer, and subjected to electrophoresis. Protein lysate was separated on pre-cast 7.5% or 4–20% polyacrylamide gels (Bio-Rad) and transferred to the PVDF membrane using the Trans-Blot Turbo Transfer System (Bio-Rad). Membranes were blocked for 75 min with 5% skim milk (Lab Scientific, M0841) or 5% BSA in Blotto buffer (0.15 M NaCl, 0.02 M Tris pH 7.5, 0.1% Tween in dH2O), and incubated with primary antibodies at 4°C overnight at the following concentrations: β-catenin (Cell Signaling, 8480, 1:1,000 in 1% BSA), p65 (Cell Signaling, 8242, 1:1000 in 1% BSA), CFTR (Alomone Labs, ACL-006, 1:250 in 1% BSA), GAPDH (Cell Signaling, 5174, 1:10,000 in 1% milk), and histone H3 (Cell Signaling, 9715, 1:1,000 in 1% milk). Membranes were washed in Blotto buffer and incubated with the appropriate HRP-conjugated secondary antibody for 75 min at room temperature. Membranes were washed with Blotto buffer, and bands were developed utilizing SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific, 34080) and visualized by autoradiography.

### Cell culture and reporter assays

SMCCs (obtained from Dr. Kari Nejak-Bowen, University of Pittsburgh, PA), and human CCA cell lines MzChA and HuCCT1 (obtained from Dr. Gregory J. Gores, Mayo Clinic, Rochester, MN) were seeded on six-well plates in a humidity-saturated incubator with 5% CO_2_ maintained at 37°C. Cells were mycoplasma negative tested with MycoAlert Mycoplasma Detection Kit (Lonaz, LT07-218). For p65 reporter assay, cells were transfected with 2 μg of p65 reporter and 0.2 μg of *Renilla* (internal control) together with 2 μg of either eGFP (control) or S45Y to overexpress constitutively active β-catenin using Lipofectamine 3000 Transfection Reagent (Invitrogen, L3000008), or together with si-Control (Cell Signaling, 6568) and si-β-catenin (Cell Signaling, 6225) to knock down β-catenin using Lipofectamine RNAiMAX Transfection Reagent (Invitrogen, 13778150). For TOPFlash reporter assay, p65 reporter above was replaced by TOPFlash plasmid. Cells were treated with 100 ng/ml of LPS 6 hr before harvest. si-CFTR (Santa Cruz Biotech, sc-35053) was used to knock down CFTR in SMCCs. Cells were harvested at 48 hr, and luciferase signals were got using Dual-Luciferase Reporter Assay System (Progema, E1910) and normalized to the value of *Renilla*.

### Measurement of hepatic bile acids

Total hepatic bile acids were measured using the Mouse Total Bile Acids Assay Kit from Crystal Chem (Downers Grove, IL), as per the manufacturer’s instructions. To isolate total bile acids from liver, 50–100 mg frozen liver tissue was homogenized in 70% ethanol at room temperature, then samples were incubated in capped glass tubes at 50°C for 2 hr. The homogenates were centrifuged at 6000 g for 10 min to collect the supernatant. Total bile acid concentrations were determined using the calibration curve from the standard provided in the kit and the mean change in absorbance value for each sample.

### RNA-seq and analysis

Twelve SMCC RNA samples were measured: three for CTNNB1 activation (SMCC-S45Y), three for CTNNB1 activation control (SMCC-eGFP), three for CTNNB1 silencing (SMCC-si-β-catenin), and three for CTNNB1 silencing control (SMCC-si-Control). In total, 12 RNA-seq libraries were sequenced. For each library, quality control was performed to each raw sequencing data by tool FastQC. Based on the QC results, low-quality reads and adapter sequences were filtered out by tool Trimmomatic (Bolger et al., 2014). Surviving reads were then aligned to mouse reference genome mm10 by aligner Hisat2 (Kim et al., 2015b). HTSeq tool (Anders et al., 2015) was then applied to the aligned file for gene quantification. 

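The count table names genes by symbol, and 23980 of its symbols (98.2%) matched a gene of the GENCODE mouse release M21. Of the matched genes, 5796 (24.2%) have an exon that overlaps an exon of another gene on the opposite strand. Of the counts on matched genes, which leaves out Rn45s, they held 71.7%, and between 65.9% and 74.6% in single libraries. Their median count over all libraries together was 22, against 1 for the other matched genes. Tsix had 12328 counts and Xist, which it overlaps on the opposite strand, had 97. The 83 ribosomal protein genes held 16530 of all 2424120 counts. Of the reference genes of the NF-κB array, Gapdh had 13 counts over all libraries, B2m 18, Gusb 145, Actb 817 and Hsp90ab1 5442. The paper's text does not give the strand setting of HTSeq, so counts of genes that overlap on opposite strands are uncertain. If the opposite strand was counted, the counts of the other genes would not measure their own transcripts either.

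**Figure D5:**
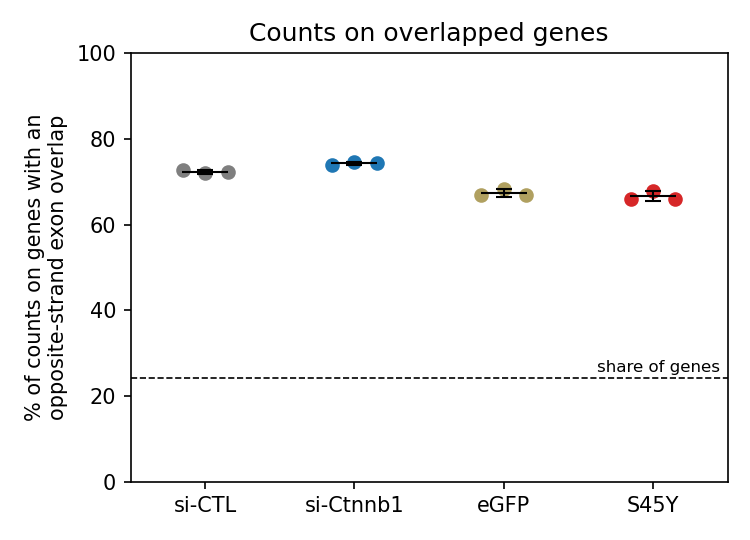
Percent of the counts of each library, without Rn45s, that lie on genes with an exon overlapped by a gene on the opposite strand; points are libraries, and black bars are the mean and SD (n = 3). All libraries lie between 65.9% and 74.6%, above the dashed line at 24.2%, the share of such genes among those matched.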

Based on the gene count, differential expression analysis was applied to compare CTNNB1 activation samples with their corresponding controls, and to compare CTNNB1 silencing samples with their corresponding controls, respectively. 

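DESeq2's Wald test was run on each comparison with its default settings on all genes of the table. It gave a p for 13362 genes in silencing and 12569 in activation. At a 1.5-fold change and an unadjusted p of 0.05 it gave 197 genes in silencing, 75 higher and 122 lower. In activation it gave 145 genes, 76 higher and 69 lower. Together these are 335 genes. The median mean count of these genes, normalized by DESeq2, was 16.3 in silencing and 5.69 in activation. In silencing 79 of the 197 genes had a mean below 10, and in activation 97 of the 145. Without a fold change, 320 genes (2.39% of those with a p) had an unadjusted p below 0.05 in silencing and 166 (1.32%) in activation. With the adjusted p in place of the unadjusted p at the same fold change, 20 genes remained in silencing, 8 higher and 12 lower, and 0 in activation. DESeq2 gave no adjusted p for 11893 of the 13362 genes in silencing, Ctnnb1 among them, so these could not pass. In activation every gene with a p had an adjusted p. At a log2 fold change of 1.5 and an unadjusted p of 0.05, DESeq2 gave 88 genes in silencing and 91 in activation.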

R package DESeq2 (Love et al., 2014) was employed to perform the test, and DEGs were defined as genes with fold-change higher than 1.5-fold and p-value (or adjusted p-value) smaller than 0.05. These DEGs were further used to detect common upstream TFs based on the JASPAR database (Fornes, 2020). 

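Across the 1804 genes tested in both comparisons, the changes after silencing and after activation were weakly and inversely related, with a Pearson r of -0.102 and a Spearman rho of -0.0895. These are mean differences in log2 CPM with a prior count of 2. Genes are not independent replicates, so the libraries were regrouped within each comparison. Of the 100 combinations of splits, 11 gave an r as large in size, the real one included (permutation test over libraries, p = 0.11). With single libraries left out, the correlation ranged from -0.0058 without S45Y replicate 1 (permutation test over libraries, p = 0.84) to -0.153 without S45Y replicate 2 (permutation test over libraries, p = 0.01). Without the filter on low counts it was -0.0033 over 11557 genes (permutation test over libraries, p = 0.76). At the 1.5-fold change and the unadjusted p in DESeq2, 7 genes were called in both comparisons, against 2.46 by chance among the genes with a p in both (odds ratio 3.01, two-sided Fisher's exact test, p = 0.0117). The genes named here were chosen after their values were seen. Among them, Nsun5, Pln and Prrc2a were lower after silencing and higher after activation, and Wbp1 was higher after silencing and lower after activation. Bcl2l1 was higher in both, and Spn was lower in both. Spn had 4, 0 and 5 counts in si-CTL and 0 in each si-Ctnnb1 library (two-sided exact permutation test, p = 0.4). With a floor of 3 counts, its fall after silencing is uncertain. Nsun5 and Pln overlap genes on the opposite strand.

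**Figure D6:**
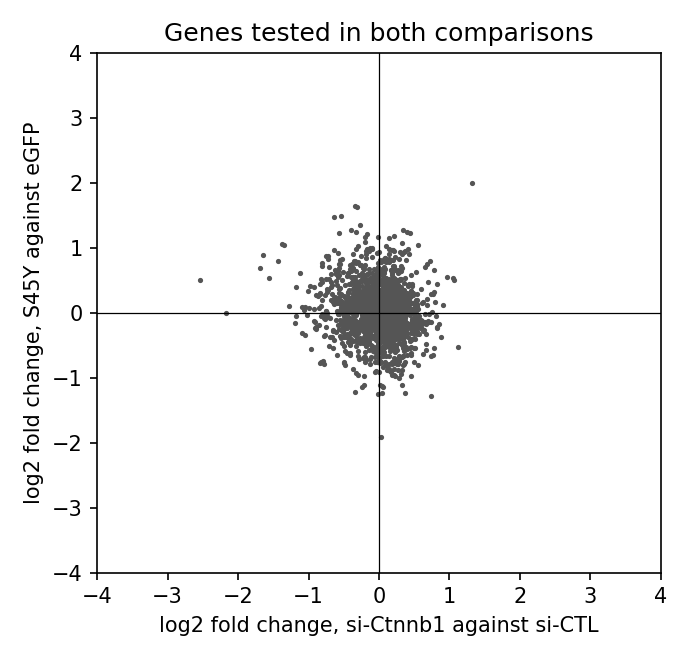
Log2 fold changes from edgeR of the 1804 genes tested in both comparisons, after silencing (horizontal axis) and after activation (vertical axis); each point is a gene. The Pearson r of the underlying differences in log2 CPM is -0.102.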

Opposite regulation directions of the activation and silencing models were finally compared in terms of DEGs. All statistical analyses were performed by R programming. Raw RNA-seq data and gene count quantification were submitted to NCBI GEO database with accession ID GSE155981 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155981).

### Statistics

For analysis of serum biochemistry between two groups, a two-tailed t-test was performed. For analysis of cell counts, such as proliferating BECs, a Mann–Whitney U test was performed. A p<0.05 was considered significant, and plots are mean ± SD. Detailed statistic information for each assay is given in the figure legends. All statistical analysis and graph generation were performed using GraphPad Prism software.

## Data Availability

Raw RNA-seq data and gene count quantification were submitted to NCBI GEO data base with accession ID GSE155981. The following dataset was generated: SatdarshanPM 2021β-Catenin-NFkB-CFTR interactions in cholangiocytes regulate inflammation and fibrosis during ductular reactionNCBI Gene Expression OmnibusGSE15598110.7554/eLife.71310PMC855599034609282

# Supplementary material for: β-Catenin-NF-κB-CFTR interactions in cholangiocytes regulate inflammation and fibrosis during ductular reaction
**Source:** eLife. 2021 Oct 5;10:e71310. doi: 10.7554/eLife.71310
**Supplement:** Supplementary file 1. — Patient tissue sections including 5 patients with healthy liver, 12 patients with ductular reaction (DR) from alcoholic hepatitis (AH) (n = 10) and/or NASH (n = 2), 5 patients with DR associated with polycystic liver disease (PLD), and 6 patients with DR in cystic fibrosis (CF) cases were provided by the Pittsburgh Liver Research Center’s (PLRC’s) Clinical Biospecimen Repository and Processing Core (CBPRC). Two pieces of frozen livers from one CF patient (TP10-P531) were provided by Pitt Biospecimen Core.

**Supplementary File 1: Patient samples used in the study**

How the deposited data were processed for this re-analysis (not part of the article)

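RNA of SMCCs was measured in 12 RNA-seq libraries, 3 each for si-CTL, si-Ctnnb1, eGFP and S45Y. The authors filtered reads with Trimmomatic after FastQC, aligned them to mm10 with Hisat2 and counted them per gene with HTSeq. The values used here are these counts for 24421 gene symbols, whole numbers without normalization, with replicates kept apart. The paper's text does not name the gene annotation, the strand setting of HTSeq or the read type. Gene positions and overlaps were taken from GENCODE mouse release M21, which is on mm10.

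Libraries were grouped by their labels, and every library of the table was used. si-Ctnnb1 was compared with si-CTL (silencing) and S45Y with eGFP (activation), each on 6 libraries. eGFP was also compared with si-CTL, a comparison between the controls that the paper does not make. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and genes were tested with the quasi-likelihood test (prior count 0.125). Genes were counted at an unadjusted p of 0.05 or less with a log2 fold change of at least 1.5 in size, and at a Benjamini-Hochberg adjusted p below 0.05. The controls were compared at an adjusted p below 0.05 with a log2 fold change of at least 1 in size. Single genes were also tested with two-sided exact permutation tests of log2 CPM (prior count 2), for which 0.1 is the smallest p of 3 libraries against 3. Genes in both comparisons were tested with two-sided Fisher's exact tests against the genes tested in both. The correlation across genes was tested by regrouping the libraries within each comparison.

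Lists of genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01, two-sided. The lists were the 84 NF-κB genes of the paper's array, 41 NF-κB target genes, 24 Wnt target genes and 33 interferon-stimulated genes, the last 3 written by hand. The named genes are those the paper names for these cells, Axin2 and Lgr5, and in each comparison up to 3 genes with the largest change in each direction. The latter needed an adjusted p below 0.05, a mean CPM of at least 1 and no overlap between the groups. Where no gene passed in a direction, the gene with the smallest unadjusted p was taken among those with an unadjusted p of 0.05 or less, a log2 fold change of at least 1.5 in size and a mean CPM of at least 1. Members of the lists with an adjusted p below 0.05 were also named. A count of 0 was read as up to 3 counts, and no fold change is given where both groups are at or under 3 counts.

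The precision follows from library totals between 91468 and 326686 counts, at which 1510 to 3846 genes per library had at least 10 counts. The alternatives were DESeq2 1.42.0 with its Wald test, other size factors, other filters on low counts, one fit of all 12 libraries, the replicate number as a block, other prior counts, other cutoffs, other set tests, and each library left out in turn. The code was tested on simulated data with known changes at these depths before it was used. The JASPAR query and a search for NF-κB sites near genes were not run, because they need databases or a genome sequence that were not used here. The qPCR and reporter assays of the paper were not analysed.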

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

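The count of ribosomal protein gene pairs, its relation to overlap length, the tests on the ribosomal protein genes as a whole, the counting error of the share, the shifts of gene names and the reading of the interferon-stimulated genes as a cause were chosen after the results were seen.

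Genes with an exon overlapped by a gene on the opposite strand held 71.7% of the counts of matched genes, although they are 24.2% of these genes. The paper does not report on this share, and it lay between 65.9% and 74.6% in all 12 libraries. A shift of all gene names against the counts would part the counts from the overlaps. In the 24420 shifts of the names along the table, the share was between 16.6% and 37.6% (median 23.4%), which argues against such a shift as the cause. An earlier test, of whether the abundant genes form a block, could not decide this and was replaced. Reads counted on the strand opposite to their transcript may contribute. Counts rose with the number of overlapped bases across the 5796 overlapped genes (Spearman rho 0.168, permutation p = 1e-04, the smallest that 10000 permutations can give), although gene length was not held fixed. Where a gene overlaps a ribosomal protein gene on the opposite strand, it had more counts than the ribosomal protein gene in 8 of 16 pairs. The overlapping genes held 24130 counts together and the ribosomal protein genes 3192. A first reading of that number would have spoken against opposite-strand counting, and it was changed to undecided after the number was seen. Within these 16 pairs, the ratio of counts did not clearly rise with overlap length (Spearman rho 0.162, permutation p = 0.548). The overlapping gene had more counts in 5 of 7 pairs with an overlap of at least 200 bases and in 3 of 9 with a shorter one.

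The 95% Wilson interval of the share reached at most 0.336 percent points to each side in any library, against a gap of at least 41.7 points to the share of genes. Counting error at this depth is therefore too small to make the gap. That interval is narrow at any such total and treats counts as independent, so it does not test other effects of low depth. The tests made here do not tell counting of reads of both strands apart from opposite-strand counting. The 83 ribosomal protein genes held 0.682% of all counts and made up 0.577% of the genes with a count, and their mean count was 1.18 times the mean of all genes with a count. These measures and the counting error replaced earlier tests of low depth and of both strands after those had been seen. The earlier ones did not exclude either explanation: ribosomal protein genes without an overlap had a median of 116.5 counts and the 5 array reference genes a median of 145, against 20 for matched genes with a count. What keeps this open is that no measured level of these transcripts from another assay was used. No biological explanation was tested, nor whether overlapped genes are more highly expressed in these cells. Of the 54 genes with an adjusted p below 0.05 in silencing, 44 are overlapped genes, against 52.2% of the genes tested. Of the 24 genes past the unadjusted p and log2 fold change in silencing 9 are, of the 4 in activation 1 is, and of the 210 genes between the controls 115 are, against 57.7% of the genes tested there. If reads were counted on the opposite strand, some of these calls may belong to a gene on the other strand. Counts of genes without an overlap would then leave out reads of their own transcripts.

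The eGFP and si-CTL libraries, both controls, differed in 210 genes at an adjusted p below 0.05 and a log2 fold change of at least 1 in size, 102 higher and 108 lower in eGFP, out of 2459 tested. Without a filter on low counts it was 263 genes, 58 higher and 205 lower, and with at least 10 counts in every library 58 higher and 39 lower, so the balance of directions depends on the filter. The paper does not compare these libraries. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and the others gave 0, but 10 splits cannot give a share under 0.1. With the si-CTL libraries thinned to the mean eGFP total, the median over 5 draws was 165 genes, and a median of 137 were among the 210. Without Rn45s, 208 genes passed, 201 of them among the 210. After correction of each library for GC content and transcript length, which moved 109 genes by over 0.1 on the log2 scale, 212 passed, 194 of them among the 210. These tests argue against depth, Rn45s or a GC or length trend as the whole cause.

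The cargo (plasmid or siRNA), the reagent and the hours of transfection in the labels (48 and 24) change together between these groups, as would any batch, and their effects cannot be separated. An interferon response to the plasmid is a candidate explanation for part of the difference. The 3 interferon-stimulated genes that could be tested had a median log2 fold change of 1.97 (camera p = 5.04e-04, with an estimated correlation 0.0245, fry p = 0.00111), and 1 of the 10 splits gave a camera p as small. They are Ifi27l2a (2.46), Eif2ak2 (1.97) and Usp18 (1.67). Eif2ak2 and Usp18 overlap genes on the opposite strand, so their counts are uncertain. The adjusted p of Eif2ak2 was above 0.05 under 3 of 12 alternatives, that of Usp18 under 1 of 12 and that of Ifi27l2a under none. The eGFP and si-CTL libraries did not overlap in CPM for any of the 3 genes, where chance gives 10% of genes. The list says little beyond these, since 26 of its 33 genes reached 10 counts in no library. No test separated the response from the other differences between the groups.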

How the results depend on the processing

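The alternatives below were chosen before the data were examined, except those for the named genes, which were chosen after seeing the data. In silencing, 24 genes passed the unadjusted p and log2 fold change. With DESeq2 in place of edgeR 88 passed, without a filter 262, with at least 10 counts in every library 2, with all 12 libraries in one fit 14, and with a prior count of 2 for the fold change 8. At a 1.5-fold change and unadjusted p it was 248, at an adjusted p with a log2 fold change of 1.5 6, with DESeq2 at 1.5-fold and unadjusted p 197 and with DESeq2 at an adjusted p and log2 fold change of 1.5 2. The counts with each library left out ranged from 40 (without si-CTL replicate 1) to 63 (without si-Ctnnb1 replicate 1). Upper quartile and RLE scaling and the replicate block left the count at 23, 24 and 25. The replicate numbers do not pair the libraries, as correlations of replicates with the same number were near 0. At an adjusted p below 0.05 alone, 54 genes passed, and 31 to 49 with each library left out (34 without si-CTL replicate 1, 31 without si-Ctnnb1 replicate 2 and 32 without si-Ctnnb1 replicate 3).

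In activation, 4 genes passed the unadjusted p and log2 fold change. With DESeq2 91 passed, without a filter 237, with at least 10 counts in every library 0, with all 12 libraries 50 and with a prior count of 2 1. At a 1.5-fold change with unadjusted p it was 84, with adjusted p 0, and at an adjusted p with a log2 fold change of 1.5 0. DESeq2 at 1.5-fold and unadjusted p gave 145, and at 1.5-fold and an adjusted p and at an adjusted p with log2 fold change of 1.5 it gave 0 each. On the unadjusted p alone 107 genes passed in edgeR and 166 in DESeq2. With each library left out the count ranged from 8 (without S45Y replicate 1) to 27 (without S45Y replicate 2). At an adjusted p below 0.05 the count was 0 under each of the 13 alternatives. With DESeq2 on the genes that filterByExpr keeps, 23 genes passed in silencing, all among the 24, and 5 in activation, 4 of them the 4 of edgeR. At the log2 fold change of 1.5, the larger numbers with DESeq2 therefore come with the genes that the filter removes. At the 1.5-fold change, the filter removes 68 of the 197 DESeq2 genes in silencing and 93 of the 145 in activation. Apart from this, the number of genes tested without a filter and the cutoffs themselves, the cause was not tested.

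Between the controls, 210 genes passed, and 97 with at least 10 counts in every library, where fewer genes are tested. Genes past the cutoff in both comparisons numbered 0, and 1 with DESeq2, 10 without a filter, 8 at 1.5-fold and unadjusted p and 7 with DESeq2 at 1.5-fold and unadjusted p. With each library left out there were 0 to 1 (1 without si-CTL replicate 1 and 1 without S45Y replicate 2). The correlation of both comparisons was -0.102 and ranged from -0.153 (without S45Y replicate 2) to -0.0058 (without S45Y replicate 1) with each library left out, and it was -0.0033 without a filter.

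Ctnnb1 in silencing kept its direction, with a log2 fold change from -4.08 to -1.98 with each library left out and an adjusted p above 0.05 in edgeR without si-CTL replicate 2 (0.101) and without si-Ctnnb1 replicate 3 (0.0750), over a range of adjusted p from 1.0e-04 to 0.101. The median of the NF-κB array genes in silencing ranged from -0.15 to 0.02 with each library left out and was above 0 without si-CTL replicate 1 (0.0192) and without si-Ctnnb1 replicate 2 (0.00824). The median of the NF-κB target genes ranged from -0.08 to 0.25 and was -0.0774 without si-CTL replicate 3. The median of the Wnt target genes in silencing ranged from -0.69 (without si-Ctnnb1 replicate 3) to -0.10 (without si-CTL replicate 2), and that of the array genes in activation from 0.32 (without eGFP replicate 3) to 1.03 (without S45Y replicate 3). The camera p fell below 0.05 for the Wnt target genes without si-CTL replicate 1, and for the array genes in activation without eGFP replicate 3 or S45Y replicate 3. The genes that could be tested changed with the library left out, so these medians and p-values are not all over the same genes. Of 279 values under alternatives for 23 results of named genes, 0 changed direction. An adjusted p was given for 273 of them, of which 238 kept their side of the threshold and 35 became weaker.

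The search for NF-κB sites near called genes and its alternatives were not run. At least 10 counts in every library gave no value for Ctnnb1, Cxcl5 in silencing, the NF-κB target genes, the array genes in activation or the interferon-stimulated genes. The fit of all 12 libraries did not test Cxcl5 in silencing, and the NF-κB and Wnt target genes in activation had too few tested members for any value. The counts of Ccl2, Rela, Nfkb1, Axin2 and Lgr5 are too few for a fold change.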

Differences from the paper's values

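The paper gives 335 genes changed in either comparison, and 28 were found here. A gap was counted as closed where the larger of both values was at most 1.5 times the smaller, so a closed gap need not be a match. Of the alternatives set before the data were examined, DESeq2 at a 1.5-fold change and unadjusted p gave 335. At that cutoff edgeR gave 324, and edgeR without a filter gave 489 at the log2 fold change of 1.5. The others did not close the gap. The methods name DESeq2 and a 1.5-fold change with p or adjusted p, while the results name a log2 fold change of 1.5. At that log2 fold change DESeq2 gave 178 genes. Of the settings tried, only DESeq2 at 1.5-fold and unadjusted p gave exactly each number of genes that the paper states. The paper's numbers therefore follow the cutoff of its methods and not the log2 fold change of 1.5. For silencing, the paper gives 75 higher and 122 lower genes, and 6 and 18 were found. The counts were 75 and 122 with DESeq2 at 1.5-fold and unadjusted p, 93 and 155 with edgeR at that cutoff, and 87 and 175 without a filter. None of the other alternatives closed these gaps.

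For activation, the paper gives 76 higher and 69 lower genes, and 3 and 1 were found. DESeq2 at 1.5-fold and unadjusted p gave 76 and 69. For the higher genes, edgeR at that cutoff gave 57 and edgeR without a filter 106, and for the lower genes DESeq2 at the log2 fold change of 1.5 gave 49. The others did not close the gap. For genes in both comparisons, Figure 7—figure supplement 1E shows about 1 higher in both, about 1 higher after silencing and lower after activation, about 4 lower after silencing and higher after activation, and about 1 lower in both, read by eye. The values here were 0 in each. DESeq2 at 1.5-fold and unadjusted p gave 1, 1, 4 and 1. For genes lower after silencing and higher after activation, edgeR without a filter gave 4 and edgeR at that cutoff 5. For genes higher after silencing and lower after activation, edgeR at that cutoff gave 1. For genes lower in both, DESeq2 at a log2 fold change of 1.5 gave 1, and for genes higher in both, edgeR without si-CTL replicate 1 gave 1. No other alternative closed a gap.

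The paper states that Ccl2 rose upon silencing, by RNA-seq and qPCR. Here its counts were 0 in each si-CTL library and 1, 2 and 2 in si-Ctnnb1, too few to measure a change, with an unadjusted p of 0.222 from DESeq2's Wald test and an adjusted p of 0.822 from edgeR without a filter. Cxcl5 rose by 1.54 on the log2 scale with an unadjusted p of 0.0125 from edgeR and 0.0355 from DESeq2, and an adjusted p of 0.206 from edgeR.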

Other observations

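The test of other splits for the correlation and the tests of the frequencies of small counts were chosen after the result was seen.

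In silencing, 1 of the 10 splits of the 6 libraries gave as many genes past the unadjusted p and log2 fold change, the real one, and the others gave 5 to 10. For an adjusted p the same held, with 1 of 10 splits and 0 genes in the others, and for DESeq2 at 1.5-fold and unadjusted p 1 of 10, with 76 to 112 genes in the others. In activation, 3 of the 10 splits gave as many genes as the 4 found (others 2 to 12), 10 of 10 as many as the 0 with an adjusted p below 0.05 (others 0 to 1), and 3 of 10 as many as the 145 from DESeq2 (others 115 to 168). 10 splits cannot give a share under 0.1. Of the 100 combinations of splits in both comparisons, 100 gave as many shared genes as the 0 found, 1 gave as many as the 7 shared in DESeq2 at 1.5-fold and unadjusted p, and 11 gave a correlation as large. For the lists, 6 of 10 splits gave a camera p as small as that of the NF-κB array genes in silencing, 3 for the NF-κB target genes, 3 for the Wnt target genes and 1 for the array genes in activation.

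In silencing, a correction of each library for GC content and transcript length moved 357 genes by over 0.1 on the log2 scale, and 48 of the 54 genes with an adjusted p below 0.05 also passed after it. In activation it moved 4 genes. It left the correlation of both comparisons at -0.101. A GC or length trend is therefore not the whole cause of the 54 genes in silencing. For the correlation this cannot be decided, since the correction moved only 4 genes in activation.

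Counts of 2, 4 and 6 are more frequent than their neighbours allow for independent counts: over all genes and libraries, a count of 1 occurs 17980 times, a count of 2 occurs 18882 times and a count of 3 occurs 8087 times. A count of 2 is more frequent than a count of 1 in 5 of 12 libraries. For counts that arise independently, the square of the frequency at 2 cannot exceed a limit set by the product of the frequencies at 1 and 3. The ratio of that square to its limit, which is therefore a ratio of squared frequencies, was 1.63 (95% interval 1.57 to 1.71), above 1 in 12 of 12 libraries. That argues against independent counts. The same ratio of squares was 1.55 at 4, 1.24 at 6 and 0.292, 0.477 and 0.644 at 3, 5 and 7. It was above 1 in 12 of 12 libraries at 4, but in 9 of 12 at 6. Counting both mates of a fragment may explain the pattern, since this would make even counts frequent. The read type is not stated. In the sums over the 3 libraries of a group, the lowest such ratio at 2 was 0.926 and the highest 1.15, so sums do not decide it. If both mates were counted, the number of fragments is lower than the number of counts, and tests that treat counts as independent could call too many genes.

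Some genes that the paper measures in livers or in these cells have few counts, as do Axin2 and Lgr5, which were added here. Krt19 had more counts than these. Cftr had 0 counts in every library. A count of 0 does not show here that a gene is not expressed, since Gapdh had only 13 counts over all libraries. The paper reports CFTR protein bound to β-catenin in these cells and a higher p65 reporter activity after Cftr was silenced. Axin2 had 0 counts in the siRNA and eGFP libraries and 2 in the S45Y libraries together, and Lgr5 had 2 in si-CTL and 0 in the other groups. Krt19 had 130 counts in si-CTL and 111 in si-Ctnnb1 (log2 fold change -0.34, adjusted p = 0.692 from edgeR), and 65 in eGFP and 59 in S45Y (0.09, adjusted p = 0.989 from edgeR). Glul had 13 counts in si-CTL and 4 in si-Ctnnb1, and 2 in eGFP and 8 in S45Y. Timp1, Col1a1 and Tgfb2 had at most 6 counts in any group together, and Epcam, Adgre1 and Itgam had 0 in all. In the controls, Ifi27 (log2 fold change 5.11), Gm15441 (5.07) and Mir6381 (4.25) rose most in eGFP and Pln (-3.99), Tulp2 (-3.47) and Areg (-3.44) fell most. The eGFP counts were 1, 0 and 1 for Pln and 5, 0 and 0 for Tulp2, and the si-CTL counts of Ifi27 were 0, 0 and 2. With each library left out in turn, Tulp2 ranged from -8.23 to -2.92 and Ifi27 from 4.49 to 7.16, so their order is uncertain. Gm15441, Mir6381, Pln and Tulp2 overlap genes on the opposite strand. Crebbp was lower in eGFP (-1.95, adjusted p = 0.0384 from edgeR), but its adjusted p was above 0.05 under 5 of 9 alternatives, over a range from 0.0233 to 0.184.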
